# Exploration of ABA Responsive miRNAs Reveals a New Hormone Signaling Crosstalk Pathway Regulating Root Growth of *Populus euphratica*

**DOI:** 10.3390/ijms19051481

**Published:** 2018-05-16

**Authors:** Conglong Lian, Kun Yao, Hui Duan, Qing Li, Chao Liu, Weilun Yin, Xinli Xia

**Keywords:** *Populus euphratica*, abscisic acid, microRNA, high-throughput sequencing, hormone crosstalk, root growth

## Abstract

Abscisic acid (ABA) plays an important role in the regulation of plant adaptation, seed germination, and root development in plants. However, the mechanism of ABA regulation of root development is still poorly understood, especially through the miRNA-mediated pathway*.* Here, small RNA (sRNA)-seq and degradome-seq were used to analyze the miRNAs’ responsive to ABA in the stems and roots of *P. euphratica*, a model tree species for abiotic stress-resistance research. In total, 255 unique mature sequences, containing 154 known miRNAs and 101 novel miRNAs were identified, among which 33 miRNAs and 54 miRNAs were responsive to ABA in the roots and stems, respectively. Furthermore, the analysis of these miRNAs and their targets revealed a new hormone signaling crosstalk model of ABA regulation of root growth through miRNA-mediated pathways, such as peu-miR-n68 mediation of the crosstalk between ABA and the brassinosteroid (BR) signaling pathway and peu-miR477b mediation of the crosstalk between ABA and Gibberellic acid (GA) signaling. Taken together, our genome-wide analysis of the miRNAs provides a new insight into the mechanism of ABA regulation of root growth in *Populus*.

## 1. Introduction

Abscisic acid (ABA) plays a pivotal role in plant responses to biotic and abiotic stresses, such as pathogens, salinity, wounding, and water shortage [1]. As one of the most important phytohormones, the mechanisms of ABA signaling have been studied extensively for decades. Typically, ABA levels chang under different conditions and are modulated by the balance between ABA catabolism and biosynthesis [2], with 9-cis-epoxycarotenoid dioxygenase 3 (NCED3) being a vital enzyme for ABA biosynthesis [3] and ABA 8′-hydroxylases (encoded by a cytochrome P450 gene, *CYP707A*) being a key enzyme in ABA catabolism [4]. Furthermore, an overwhelming number of studies regarding ABA signaling components that regulate seed germination and stomata have been completed [5,6]. The most remarkable development of the ABA signaling pathway is the discovery of the ABA receptor, PYR/PYL/RCAR, which functions at the apex of a negative regulatory pathway that controls ABA signaling by inhibiting type 2C protein phosphatases (PP2Cs) [7,8]. Especially, ABA perception by RCARs/PYR1/PYLs plays an important role in the regulation of stomatal aperture, seed germination and vegetative and reproductive growth [9].

In addition, ABA is not only a stress signal in the regulation of stomatal aperture and gas exchange in plants leaves but is also required to fine-tune stem and root growth and development. ABA can be synthesized in the root, absorbed from soil water surrounding the root, and then delivered to the root from the shoots through the phloem [10]. The soil under drought and salt treatment could increase root hydraulic conductivity and increase the transport of the synthesized ABA from the root towards the xylem [11]. ABA plays a partial role in the maintenance of root growth [12] and controls shoot growth under water stress [13]. ABA also interacts with other phytohormones, such as gibberellic acid [14,15], brassinosteroids [16,17] and auxin [18] in regulating plant growth and development. However, the mechanisms of ABA signaling or interaction with other phytohormones relevant to the regulation of root growth is not clear.

MicroRNAs (miRNAs), a kind of single-stranded non-coding RNA, play a vital regulatory role in a variety of biological processes, such as development, stress, and hormone responses. Recent evidence indicates that some miRNAs are involved in ABA responses. The SnRK2 kinases, a core ABA signaling component play an important role in miRNA accumulation by phosphorylating miRNA the processing components, SERRATE (SE) and HYPONASTIC LEAVES (HYL1) in vitro [19]. RECEPTOR FOR ACTIVATED C KINASE 1(RACK1) scaffold proteins, which are involved in ABA responses, influence miRNA abundance via several distinct mechanisms involving direct interactions with SERRATE and are part of an AGO1 complex [20]. ABA-insensitive 5 (ABI5) is the target of a novel microRNA, Fan-miR73, in strawberries [21]. All of these studies have shown that ABA is involved in the formation of miRNA.

Some miRNAs have been shown to regulate root and stem growth and development. The miR160 family was first reported to be involved in root cap formation through the ARF10- and ARF16-mediated auxin signaling pathways in *Arabidopsis* [22]. Overexpression of miR164 reduces auxin signals for lateral root development [23] and also affects lignin metabolism by regulating transcription factors that control secondary growth and wood composition [24,25]. Furthermore, some miRNA families have been identified to be involved in the nutrition metabolism of roots, such as miR395 [26,27], miR398 [28], and miR399 [29,30]. Additionally, previous studies have shown that miRNAs are influenced by ABA in the roots and stems. The expression of miR169 is downregulated in response to ABA in maize roots [31]. miR842 and miR846 are regulated by ABA, as the cistronic miRNA pair is a product of alternative splicing in the roots of *Arabidopsis* [32]. In *Arabidopsis*, the overexpression of miR160 represses the expression of *ARF10* and *ARF16*, resulting in root tip defects with a tumor-like root apex and a loss of gravity sensing [22]. miR160 also reduces ABA sensitivity during seed germination [33]. However, the question of whether ABA is involved in root growth through the miRNA pathway remains to be further elucidated.

*Populus euphratica* adapts to stress conditions through plastic responses in the root [34]. It confers a high tolerance for drought, salinity, and cold, and it is a promising model system for studying the response to abiotic stress resistance in woody plants [35]. A number of reports have indicated that miRNA participates in abiotic stresses, such as drought [36], salt [37], and cold [38], in poplar trees. Based on our previous study on the miRNA response to ABA in the leaves of *P. euphratica* [39], a genome-wide analysis of miRNAs in response to ABA treatment was performed in the roots and stems. Furthermore, a new model of ABA regulation of root growth through the miRNA-mediated pathway was established. This genome-wide analysis can be expected to yield much valuable information and provide new insight into the molecular mechanism of ABA regulation of root growth.

## 2. Results

### 2.1. Overview of Small RNAs (sRNAs) Responsive to ABA in the Roots and Stems of P. euphratica

To systematically identify the responsive of miRNAs to ABA in the roots and stems of *P. euphratica*, eighteen sRNA libraries from stems (S) and root (R) of control (C), short-term (S), and long-term (L) ABA treatment, named CSs, SSs, LSs, CRs, SRs, and LRs, with three replicates were constructed from *P. euphratica* plants, with or without treatment with ABA solutions, and 10–17 million raw reads were acquired through high-throughput sequencing. 

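Of these libraries, the 9 from stems are in the files analysed here, with 3 libraries each in CS, SS and LS, and the root counts are known only from the paper's Table S4. ABA is a plant hormone, and it was given by watering each pot with 1 L of a 300 μM solution, while the control pots received water alone. The SS stems were collected 1 day and the LS stems 4 days after the treatment, and each library came from a separate biological replicate. The authors removed low-quality and contaminated reads, mapped the clean reads to the genome of *P. euphratica* without mismatches, and counted the reads of each mature miRNA. The deposited tables list 263 miRNAs, of which 162 are known miRNAs and 101 are predicted miRNAs (named miR-n with a number), and give the raw read count and a TPM value for each library. The deposited TPM values sum to 1000000 in every library and equal the read count divided by the total count of the listed miRNAs, whereas the paper's methods define TPM relative to the total number of clean reads.

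The total miRNA count was 479206 in CS1, 258070 in CS2 and 125682 in CS3, with a median of 258070. It ranged from 143637 to 165292 in SS (median 145355) and from 72802 in LS2 to 126260 in LS3 (median 122019). These totals were 2.12% ± 1.24 (SD, n = 3) of the clean reads in Table 1 for CS, 1.34% ± 0.09 (n = 3) for SS and 0.89% ± 0.24 (n = 3) for LS. The difference in this share between LS and CS did not exceed the spread between replicates (exact permutation test, p = 0.2; the smallest p that 3 libraries against 3 allow is 0.1). An abundance of 3 counts corresponds to 6.26 TPM in CS1 and 41.21 TPM in LS2, and a count of 0 does not exclude less. Spearman's correlation of log2 TPM between libraries of the same group was lowest for LS1 and LS3 (0.817, across miRNAs) and highest for SS1 and SS2 (0.924).

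Differential expression was tested on the raw counts with edgeR's quasi-likelihood test, with TMM normalization and all 9 stem libraries in the same fit. The 184 miRNAs with at least 10 counts over the 9 libraries were tested, and a miRNA was called at |log2 fold change| ≥ 1 and a Benjamini-Hochberg adjusted p of at most 0.05, the paper's thresholds. The common dispersion of the fit was 0.244. Choices that could change the numbers are the tool (the paper names DESeq2), the library size that the counts are divided by, the filter on low counts, the adjustment of p, and whether only the 2 groups compared or all 3 groups enter the fit.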

After processing and filtering, the contaminant sequences with poor-quality reads and adaptor sequences, a total of more than 92% of the sequencing reads, remained. These clean sequencing reads were then mapped to the genome of *P. euphratica*, and the results indicated that in half of the libraries, more than 50% of the total sRNAs matched the genome of *P. euphratica* [40], as shown in Table 1.

The sRNAs with different sizes exhibited discrepant functions. Twenty-one nucleotide sRNAs usually function in posttranscriptional gene silencing, while 24 nt sRNAs mainly induce gene silencing mediated by heterochromatin maintenance or RNA-dependent DNA methylation [41,42,43]. There was no major difference in the size distribution of the high-throughput sequencing reads between the different groups of stems (Figure 1A) and roots (Figure 1B), and the largest number of sRNAs were 21–24 nt in length. Specifically, in the roots and stems, sRNAs with lengths of 24 nt were the most abundant and those of 21 nt were the second most abundant among all the libraries. This is consistent with the results of leaves in *P. euphratica* [39] and other plants, such as in *Lilium Regale* Wilson [44], and *Arabidopsis thaliana* [45]. The analysis of the size distribution of unique sequences of mapped reads revealed that the 24 nt length read was the most abundant, followed by the 23 nt class (Figure 1C,D). This result was consistent with previous studies in *Solanum tuberosum* L. [46]. Above all, these results suggest the existence of a complex and diverse sRNA population in *P. euphratica*.

### 2.2. Known miRNAs in P. euphratica Roots and Stems

Firstly, different types of sRNAs were identified in *P. euphratica* roots and stems, including miRNA, novel RNA, repeat-associated RNA, rRNA, snRNA, nat-sRNA, snoRNA, exons, intron, trans-acting sRNA, and other sequences, with the highest proportion of sRNAs located in the exons (Table S2). 

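In the 9 stem libraries, 149 of the 162 known miRNAs listed had at least 1 read count in at least 1 library. Detection was less certain for the rarest of them, since 133 had a count in at least 2 libraries, 112 had a total of at least 10 counts and 80 were counted in all 9 libraries. With each library left out in turn, between 145 and 149 known miRNAs remained detected. A few miRNAs held most of the counts. The 10 most abundant miRNAs together took 83.22% ± 4.83 (SD, n = 3) of the miRNA counts in CS, 87.53% ± 0.89 (n = 3) in SS and 86.20% ± 1.69 (n = 3) in LS. The groups differed by less than 1 SD of CS, which is wide because of CS3 (77.675%). Every SS library (86.913% to 88.550%) still lay above every CS library (at most 86.492%), whereas LS and CS overlapped. The known miRNA with the most counts summed over the 9 libraries was peu-miR319a. It took 18.80% ± 4.13 (n = 3) in CS, 28.52% ± 2.06 (n = 3) in SS and 21.72% ± 2.88 (n = 3) in LS. By mean share it was first only in SS, since peu-miR159a took 20.35% in CS, 22.75% in SS and 23.21% in LS. The share of peu-miR319a was higher in every SS library than in every CS library, which is as far as 3 libraries against 3 can separate. Counting the paper's root libraries of Table S4 as well, 154 of the 162 known miRNAs had at least 1 count.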

Here, 154 unique mature sequences, belonging to 71 known miRNA families, were identified in at least one of eighteen libraries (Tables S3 and S4). Among them, 98 unique miRNAs, belonging to 28 miRNA families, were conserved, and the other 56 miRNAs, belonging to 43 families, were poplar specific, with the exception of miRNA1446 found in *Gossypium raimondii* and miRNA475 found in *Medicago truncatula*. Compared to the leaf libraries of *P. euphratica* in the previous study [39], 11 more known miRNAs were found specifically in the roots and stems (Table 2). 

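In the stem libraries, 9 of these 11 known miRNAs were detected, with 19 read counts in all over the 9 libraries. The most frequent was peu-miR171f, with 9 counts in 6 libraries (CS1, CS2, CS3, SS1, LS2 and LS3), followed by peu-miR399f with 3 counts in CS1, CS3 and SS3. The other 7 detected miRNAs (peu-miR169l, peu-miR169m, peu-miR394-3p, peu-miR477c, peu-miR6435, peu-miR6450 and peu-miR6472) each had a single count in a single library, and peu-miR399d and peu-miR399e had 0 counts. None of the 11 reached 10 counts, so the filter on low counts kept all of them out of the main test for a group difference. If a miRNA had to be counted in at least 2 libraries, these 7 single counts would be dropped, and the number of all known miRNAs detected in stems would be 133 in place of 149. The leaf libraries are not in the files analysed here. From the presence of these miRNAs in the stem and root libraries and their absence from the leaf libraries of its previous study, the paper concludes that they are specific to the roots and stems.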

While 134 of the 162 known miRNAs are shared among the leaves, stems and roots, some known miRNAs showed tissue specificity (Figure 2A). 

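Of the 149 known miRNAs with at least 1 read count in the 9 stem libraries, 137 also had at least 1 count in the paper's root libraries of Table S4. The depth of the stem libraries was between 72802 (LS2) and 479206 (CS1) miRNA counts, and the root libraries of Table S4 had between 27427 and 134952. The stem side of this overlap depends on the minimum asked for, since 112 known miRNAs remained with a total of at least 10 counts in the stems.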

There were 137 known miRNAs expressed in both the roots and stems. While there were 12 miRNAs (i.e., peu-miR169l, peu-miR394-3p, peu-miR6450, peu-miR399f, peu-miR6435, peu-miR169m, peu-miR6425-3p, peu-miR6440, peu-miR159d, peu-miR7834, peu-miR169j and peu-miR478b) detected in the stems, but not in roots, the last six miRNAs were also detected in the leaves. 

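All 12 of these miRNAs were rare in the stem libraries, with 23 read counts in all. The highest was peu-miR7834, with 6 counts over SS1, SS2 and LS3. peu-miR399f (CS1, CS3 and SS3) and peu-miR159d (SS1, SS2 and SS3) had 3 counts each, and peu-miR6440 and peu-miR478b had 2 counts each. The other 7 had a single count each, and 8 of the 12 were seen in only 1 library. None had a total of at least 10 counts, so none entered the test for differential expression, and under that minimum none of the 12 would be counted as detected. The root libraries of Table S4 had 27427 to 134952 miRNA counts each, against 72802 to 479206 in the stems, so a miRNA this rare could be missed in a root library. On the presence of a count in the stems and none in the roots, the paper lists these miRNAs as stem-detected and treats them as a case of tissue specificity.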

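The stem libraries had 0 read counts for peu-miR399e, peu-miR399d, peu-miR6431, peu-miR6469 and peu-miR482c-5p in all 9 libraries. A count of 0 does not exclude an abundance under 3 counts in a library, which corresponds to 6.26 TPM in CS1, the deepest library, and to 41.21 TPM in LS2, the shallowest. In the paper's Table S4 each of these 5 miRNAs has a single count in a single root library. With each stem library left out in turn, the number of all known miRNAs detected in stems was lowest without LS2, at 145.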

Five miRNAs (i.e., peu-miR399e, peu-miR399d, peu-miR6431, peu-miR6469, and peu-miR482c-5p) were only detected in the roots and not in the stems, among which three miRNAs (i.e., peu-miR6431, peu-miR6469, and peu-miR482c-5p) were also detected in the leaves. In addition, eight miRNAs (i.e., peu-miR481a, peu-miR7819, peu-miR172d, peu-miR474, peu-miR7826, peu-miR7823, peu-miR6456, and peu-miR7816) were detected in the leaves only.

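None of these 8 miRNAs had a read count in any of the 9 stem libraries, nor in the paper's root libraries of Table S4. They are the 8 of the 162 known miRNAs listed that are in neither tissue. An abundance of 3 counts in a stem library corresponds to between 6.26 TPM (CS1) and 41.21 TPM (LS2), so a count of 0 does not exclude a lower abundance in stems at this depth. The leaf counts are not in the files analysed here. On this pattern the paper describes the 8 miRNAs as detected in the leaves only.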

### 2.3. Novel miRNAs in P. euphratica Roots and Stems

After identifying known miRNAs, the novel miRNAs were identified according to the criteria of miREvo and miRdeep2. 

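In the 9 stem libraries, 98 of the 101 predicted miRNAs had at least 1 read count, 91 had a count in at least 2 libraries, 72 had a total of at least 10 counts and 49 were counted in all 9 libraries. With each library left out in turn, between 96 and 98 remained. The predicted miRNAs took 16.92% ± 9.33 (SD, n = 3) of the miRNA counts in CS, 8.33% ± 2.64 (n = 3) in SS and 12.63% ± 5.82 (n = 3) in LS, and the difference between SS and CS did not exceed the spread between the CS libraries (exact permutation test, p = 0.2; the smallest p this design allows is 0.1). The most abundant predicted miRNA, miR-n1, alone took 8.62% ± 5.73 (n = 3) in CS, 2.69% ± 1.91 (n = 3) in SS and 4.82% ± 2.33 (n = 3) in LS. Its mature sequence is GGUAGUUCGAUCGUGGAAUU, from the 5p arm of a hairpin of 244 nt on scaffold212.1 of the genome of *P. euphratica*. The Table S5 analysed here lists 100 hairpins, and 58 of them come with a miRNA* sequence. Of these 58, 56 were detected in the stem libraries, with a median of 58 counts per miRNA over the 9 libraries, against a median of 38 counts for the 42 without a miRNA*.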

In total, 101 novel miRNAs were identified, and 59 out of the 101 novel miRNAs contained the complementary miRNA* sequences (Table S5). The length, negative minimal folding free energies (MFE) values, minimal folding free energies index (MFEI) values, hairpin structure and the first nucleotide bias of novel miRNAs were counted. The lengths of mature novel miRNAs and their pre-miRNA sequences were 18 to 24 nt and 38 to 292 nt, respectively. The negative MFE values varied from −127.0 to −8.8 kcal/mol, with an average value of –49.4366, which was less than those of the rRNA (–33 kcal/mol) and tRNA (–27.5 kcal/mol). 

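The 100 hairpin sequences listed in the Table S5 analysed here were folded again with RNAfold of the ViennaRNA package at 37 °C. The mean MFE was −48.63 kcal/mol (SD 19.58 over the 100 hairpins), from −127.8 to −9.1 kcal/mol. With the energy of dangling ends left out, the mean was −47.16 kcal/mol, a shift much smaller than the SD between hairpins. The lowest MFE belonged to miR-n73, whose hairpin of 254 nt is long, and the highest to miR-n100, whose hairpin has 38 nt. Both were rare in stems, with 4 read counts for miR-n73 and 1 for miR-n100 over the 9 libraries. The hairpin of miR-n1, the most abundant predicted miRNA in stems with 93758 counts, had an MFE of −58.0 kcal/mol over 244 nt. From values lower than those of rRNA and tRNA, the paper reasons that the precursors fold stably.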

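The MFEI divides the MFE by the length of the hairpin and its GC content, so that hairpins of different length can be compared. Over the 100 refolded hairpins the mean MFEI was 1.1 (SD 0.520), from 0.65 for miR-n100 to 4.40 for miR-n95, and the second highest value was 2.91. Without dangling ends the mean was 1.073. miR-n95 has a hairpin of 62 nt and 7 read counts over the 9 stem libraries, and miR-n100 has a hairpin of 38 nt and 1 count. Among the abundant predicted miRNAs, miR-n1 had an MFEI of 0.69. The paper reports a mean MFEI above those of tRNA and rRNA. From all its hairpin data together it concludes that the stability of the precursors is high.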

MFEI values ranged from 0.63 to 2.93; the average value was 1.108, higher than that of the tRNA (0.64) and rRNA (0.59) [47]. A total of 48.5% of the first nucleotide bias tendency was U in novel miRNAs. 

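In the Table S5 analysed here, the mature sequence of 48 of 100 predicted miRNAs begins with U, a share of 48.0% (95% Wilson confidence interval, 38.5% to 57.7%). A begins 21.0%, G 19.0% and C 12.0% of them, and the interval of U does not overlap those of the other 3 nucleotides (the highest upper bound is 30.0%, for A). Among the 71 with at least 10 read counts in the stem libraries the share of U was 50.7%, within the interval of the full set. Weighted by read counts, U began 46.9% ± 6.8 (SD, n = 3) of the predicted miRNA counts in CS, 62.2% ± 10.8 (n = 3) in SS and 55.7% ± 1.2 (n = 3) in LS. The weighted shares rest on few miRNAs, since miR-n1, which begins with G, alone took 8.62% ± 5.73 (n = 3) of all miRNA counts in CS. The paper connects the excess of U with AGO1, which it describes as preferring miRNAs with a 5′ terminal U.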

This result agrees with the proposal that AGO1 harbors miRNAs that preference a 5′ terminal U. In addition, all data indicates that these novel pre-miRNAs have a high hairpin structure stability (Table S5).

Furthermore, 87 of the 101 novel miRNAs were shared in roots, stems, and leaves (Figure 2B, Table S5). 

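For the stems, 98 of the 101 predicted miRNAs had at least 1 read count in the 9 libraries, and 93 of them also had a count in the paper's root libraries of Table S4. The remaining 5 of the 98 were counted in stems only, and 3 of the 101 in roots only. The number detected in stems depends on the minimum asked for, with 72 predicted miRNAs at a total of at least 10 counts and 49 counted in all 9 libraries. The leaf libraries are not in the files analysed here.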

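Of the 7 predicted miRNAs of Table 3, 6 were detected in the 9 stem libraries, with 51 read counts in all. miR-n99 had 20 counts in 7 libraries, miR-n97 had 9 counts in 5 libraries, and miR-n95, miR-n98 and miR-n101 had 7 counts in 3 libraries each. A single count in SS2 was found for miR-n100, and miR-n96 had 0 counts in all 9 stem libraries. Only miR-n99 reached a total of 10 counts, so a minimum of 10 counts would leave it as the only one of the 7 counted as detected in stems. The paper takes the presence of these miRNAs in its stem and root libraries, and their absence from the leaves, as tissue specificity.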

Similar to known miRNAs, some novel miRNAs also showed tissue specificity, with seven novel miRNAs specific to stems and roots (Table 3) and some others found in leaves [39]. Five novel miRNAs (i.e., miR-n22, miR-n49, miR-n51, miR-n55, miR-n70) were detected in both stems and leaves, but not in roots. 

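These 5 predicted miRNAs had 13 read counts in all in the stem libraries. miR-n49 had 6 counts over CS1, SS1, SS2 and LS1. Both counts of miR-n22 were in LS3, both counts of miR-n55 were in SS1, and miR-n70 had a count in each of CS2 and LS2. miR-n51 had a single count, in LS1. None reached a total of 10 counts, so a higher minimum would remove all 5 from the stems. The paper's Table S4 lists 0 root counts for each of them.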

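In the 9 stem libraries miR-n17 and miR-n56 had 0 read counts, at a depth where 3 counts correspond to between 6.26 TPM (CS1) and 41.21 TPM (LS2), so a lower abundance is not excluded. The paper's Table S4 gives miR-n17 a single root count and miR-n56 3 root counts. miR-n99, whose mature sequence is AAGGAAAAUGCAUAGAACAAGU, had 20 counts in 7 of the 9 stem libraries (CS1, CS2, CS3, SS1, SS2, SS3 and LS1), with at most 6 in a library, and 31 counts in the root libraries of Table S4. Leaving out any stem library would still leave miR-n99 detected in the stems.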

Two novel miRNAs (i.e., miR-n17, miR-n56) were identified in the roots and leaves, and miR-n99 was identified in roots only.

### 2.4. Differential miRNA Analysis between the Leaf, Root, and Stem of P. euphratica

The analysis of known and novel miRNAs showed that miRNAs exhibited a differential pattern in different tissues. Thus, different miRNAs from the leaf, root, and stem of *P. euphratica* were further analyzed. A total of 191 miRNAs, including 109 known miRNAs and 82 novel miRNAs, showed differential expression between the leaf, root, and stem of *P. euphratica* (Figure 3, Table S6).

In the control libraries of CL, CS, and CR, there were 83 known miRNAs and 52 novel miRNAs differentially expressed between the different tissues of *P. euphratica* (CS vs. CL, CR vs. CL, CR vs. CS). When compared with leaves, there were 103 miRNAs altered significantly in the stems, among which 53 miRNAs were downregulated, while 50 miRNAs were upregulated (CS vs. CL). In comparison with leaf tissue, there were 99 miRNAs significantly changed in the roots, with 49 miRNAs downregulated and 50 miRNAs upregulated (CR vs. CL). In addition, there were 65 miRNAs significantly altered, including 33 miRNAs downregulated and 32 miRNAs upregulated in the roots in comparison with stems (CR vs. CS) (Figure 3A,D and Figure S1, Table S6).

In one-day treatment libraries of SL, SS, and SR, there were 77 known miRNAs and 65 novel miRNAs differentially expressed between the different tissues of *P. euphratica* (SS vs. SL, SR vs. SL, SR vs. SS). When compared with leaves, there were 105 miRNAs altered significantly in the stems, among which 55 miRNAs were downregulated, while 50 miRNAs were upregulated (SS vs. SL). In comparison with leaf tissue, there were 104 miRNAs significantly changed in the roots, with 51 miRNAs downregulated and 53 miRNAs upregulated (SR vs. SL). In addition, there were 43 miRNAs significantly changed, including 21 miRNAs downregulated and 22 miRNAs upregulated in the roots in comparison with stems (SR vs. SS) (Figure 3B,D and Figure S1, Table S6).

In the four-day treatment libraries of LL, LS, and LR, there were 76 known miRNAs and 51 novel miRNAs significantly differentially expressed between the different tissues of *P. euphratica* (LS vs. LL, LR vs. LL, LR vs. LS). When compared with leaves, there were 107 miRNAs altered significantly in the stems, among which 49 miRNAs were downregulated, while 48 miRNAs were upregulated (LS vs. LL). In comparison with leaf tissue, there were 108 miRNAs significantly changed in the roots, with 54 miRNAs downregulated and 54 miRNAs upregulated (LR vs. LL). In addition, there were 45 miRNAs significantly changed, including 22 miRNAs downregulated and 23 miRNAs upregulated in the roots relative to the stems (LR vs. LS) (Figure 3C,D and Figure S1, Table S6).

### 2.5. Differentially Expressed miRNAs in Response to ABA in the Roots and Stems of P. euphratica

Fifty-four miRNAs containing 32 known miRNAs and 22 novel miRNAs showed up- or downregulated expression in the stems in response to ABA treatment (Figure 4A and Figure 5). 

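Over the 3 stem comparisons, 18 of the 184 miRNAs tested passed |log2 fold change| ≥ 1 with an adjusted p of at most 0.05 in at least 1 comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They were 7 known and 11 predicted miRNAs. All 54 miRNAs labelled in Figure 5 had enough counts to be tested, and 17 of them were past the threshold. The alternative that moved this result most was the unadjusted p in place of the adjusted p, with 60 miRNAs in any comparison, 36 of them known and 24 predicted. With DESeq2, the tool the paper names, fitted to only the groups compared, 30 miRNAs passed. With each library left out in turn the number ranged from 9 to 30.

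The labels give the libraries of each group the replicate numbers 1 to 3, so a fit with the replicate number as a block was run beside the main fit. With the replicate block, 17 miRNAs passed in any comparison, 6 known and 11 predicted, against 18 without it. The pairing is taken from the labels and was checked by correlating the deviations from the group means. The mean correlation was −0.078 for the 9 pairs of libraries with the same number and 0.038 for the 18 pairs with different numbers (exact permutation test, p = 0.722), so libraries with the same number did not deviate together. From the miRNAs past its threshold in Figure 4A and Figure 5, the paper concludes that they respond to ABA in the stems.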

Specifically, 39 miRNAs, including 23 upregulated and 16 downregulated, showed an altered expression pattern in the stems after one day of ABA treatment (SS vs. CS). 

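After 1 day of ABA treatment (SS vs. CS), 18 miRNAs were past the threshold, 9 upregulated and 9 downregulated, with log2 fold changes from 1.62 to 4.89 and from −4.11 to −1.82. For 15 of the 18, the 3 SS libraries all lay above or all below the 3 CS libraries in TPM. The adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest of them belonged to miR-n91 (mature sequence UAGCCAAGGACGAUUUGCCUGU, 5p arm, scaffold457.1), which rose from 54.3 ± 22.2 TPM (SD, n = 3) in CS to 845.6 ± 130.7 TPM (n = 3) in SS, a log2 fold change of 3.87 (standard error 0.55, adjusted p = 7.08e-05). It stayed between 3.64 and 4.09 with each library left out in turn and was lowest with the clean reads as library size, at 3.51. The largest increase was that of miR-n8, with 4.89 (standard error 1.15, adjusted p = 0.00798), but it rests on at most 1 count in a CS library and 7 to 11 counts in an SS library. The known miRNAs peu-miR399b (3.74, standard error 1.02, adjusted p = 0.0172) and peu-miR399c (3.50, standard error 0.75, adjusted p = 0.0061) also rest on low counts, with at most 15 and 21 counts in a library. peu-miR169aa rose from 12.6 ± 5.5 TPM to 157.1 ± 88 TPM (n = 3 each), a log2 fold change of 3.47 (standard error 0.74, adjusted p = 0.0061). The authors' counts could share reads between near-identical members of the miR169 and miR399 families, so the values of single members are uncertain.

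Among the downregulated miRNAs, miR-n12 fell from 1239.4 ± 975.7 TPM in CS to 174.0 ± 63.0 TPM in SS (n = 3 each), a log2 fold change of −3.14 (standard error 0.70, adjusted p = 0.0061). peu-miR167c-3p fell from 299.1 ± 156.2 TPM to 38.8 ± 35.0 TPM (n = 3 each; −3.05, standard error 0.69, adjusted p = 0.0061). The decrease of miR-n30 was −2.51 (standard error 0.62, adjusted p = 0.0122), that of peu-miR6421 was −2.47 (0.62 and 0.0131), and that of miR-n93, on at most 1 count in an SS library, was −3.78 (1.04 and 0.0172). With a library left out, the number of miRNAs past the threshold ranged from 9 (without CS1) to 30 (without CS2). With the unadjusted p it was 43, of which 20 were upregulated and 23 downregulated. The replicate block gave 17 miRNAs, 8 upregulated and 9 downregulated, where the check of the pairing gave an exact permutation p of 0.722. For each miRNA, an exact permutation test of 3 libraries against 3 cannot go below p = 0.1.

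**Figure D1:**
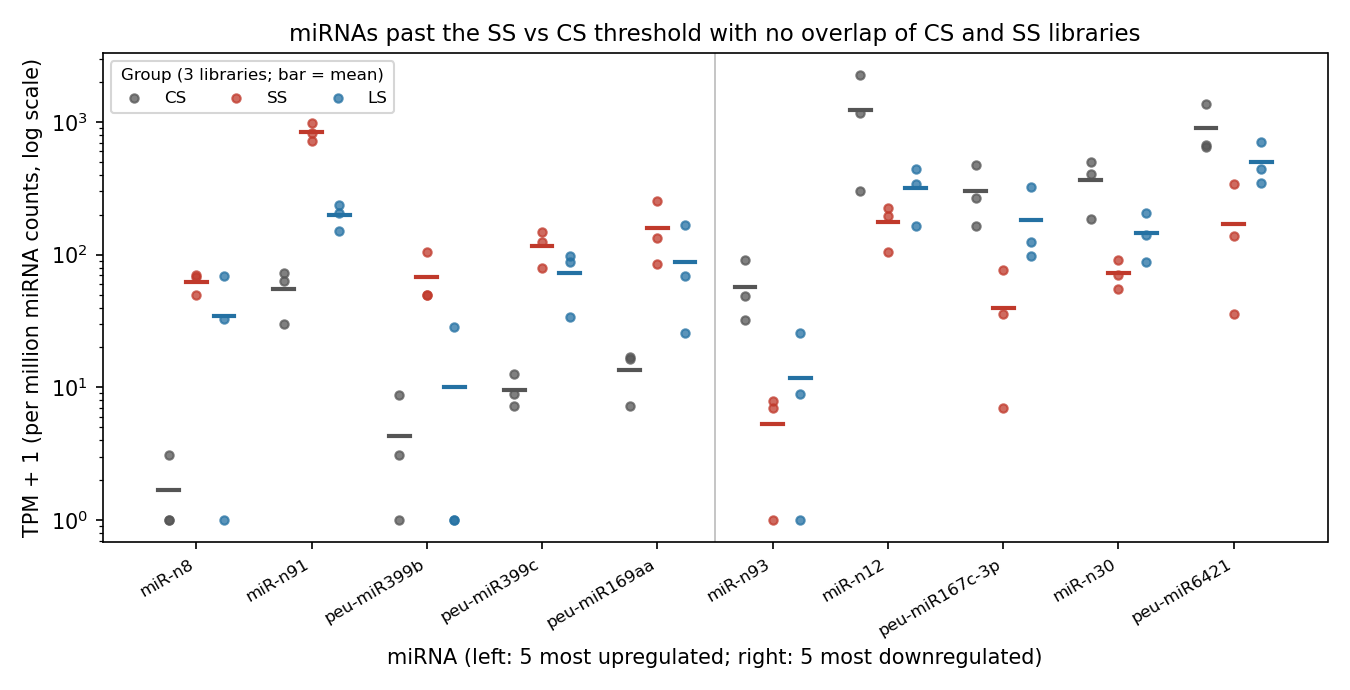
TPM + 1 on a log scale (vertical axis) of the 5 most upregulated and the 5 most downregulated miRNAs past the SS vs. CS threshold whose CS and SS libraries do not overlap. Each point is a library of CS (grey), SS (red) or LS (blue), 3 per group, and each bar is the mean of TPM + 1; miR-n91 has a mean of 845.6 TPM in SS against 54.3 TPM in CS, and 198.2 TPM in LS.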

Twenty-five miRNAs were upregulated (15 miRNAs) or downregulated (10 miRNAs) by a four-day ABA treatment (LS vs. CS). 

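In LS vs. CS, the miRNA past the threshold was peu-miR477a-5p. It rose from 118.4 ± 58.7 TPM (SD, n = 3) in CS to 778.3 ± 363.5 TPM (n = 3) in LS, a log2 fold change of 2.48 (standard error 0.55, adjusted p = 0.0291 from edgeR's quasi-likelihood test). No miRNA was downregulated past the threshold. The decreases with the lowest adjusted p, 0.0574, were those of peu-miR6448 at −5.62 (standard error 1.63) and miR-n12 at −2.27 (0.68). peu-miR6448 had 8 counts in each CS library and 0 in each LS library. Several increases had the same adjusted p, among them peu-miR399c at 2.77 (standard error 0.78). The changes of the 18 miRNAs called after 1 day all had the same sign after 4 days, and 17 of them were smaller. Both comparisons use the same CS libraries, and the 18 were chosen by their change after 1 day. The shared sign and the smaller size therefore cannot show whether a response lasted or declined. Below the threshold, miR-n8 had a log2 fold change of 3.91 (standard error 1.27, adjusted p = 0.0922), peu-miR390-3p 2.36 (0.68 and 0.0574), peu-miR477a-3p 2.01 (0.53 and 0.0574) and peu-miR162 −1.28 (0.46 and 0.147). The LS libraries had 72802 to 126260 miRNA counts, fewer than every SS library (143637 to 165292), so a rare miRNA rests on fewer counts in LS than in SS. Of the control libraries, CS3 had 125682 counts, which is in the range of LS. This comparison depended strongly on the settings. The unadjusted p gave 29 miRNAs (16 upregulated and 13 downregulated), DESeq2 on all 9 libraries gave 8 (7 and 1), and the clean reads as library size gave 12, all downregulated. With a library left out there were between 0 and 7. The fit with the replicate block again gave 1 miRNA, with the pairing of the libraries not visible in their deviations (exact permutation test, p = 0.722).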

In addition, when compared with one-day ABA treatment, there were 13 miRNAs that responded to ABA with six upregulated and seven downregulated after a four-day ABA treatment (LS vs. SS) (Figure 4B). 

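Between the treated groups (LS vs. SS) no miRNA was past the threshold, with or without the replicate block. The lowest adjusted p was 0.111, for miR-n91, which fell from 845.6 ± 130.7 TPM (SD, n = 3) in SS to 198.2 ± 43.8 TPM (n = 3) in LS, a log2 fold change of −2.03 (standard error 0.51; edgeR's quasi-likelihood test). All 3 LS libraries lay below all 3 SS libraries for this miRNA, the clearest separation 3 libraries against 3 can show. With DESeq2 on all 9 libraries, miR-n91 was the only miRNA past the threshold (log2 fold change −2.07, adjusted p = 0.00495 from DESeq2). The next values are again from edgeR. The decrease of miR-n75 was −1.63 (standard error 0.60, adjusted p = 0.263) and the increase of peu-miR6421 was 1.64 (standard error 0.62, adjusted p = 0.263), and neither passed the adjustment. Without the adjustment of p, 22 miRNAs passed, 12 upregulated and 10 downregulated, the largest number of any setting. edgeR fitted to the SS and LS libraries alone gave 4, and leaving out a library gave between 0 and 2.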

In general, with an increase in the time of ABA treatment, the proportion of upregulated miRNAs was higher than that of downregulated miRNAs in the stems.

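Of the 18 miRNAs past the threshold in SS vs. CS, 9 were upregulated, a share of 50.0% (95% Wilson confidence interval, 29.0% to 71.0%). In LS vs. CS the share was 1 of 1, for which the interval runs from 20.7% to 100%, so the intervals of the comparisons overlap and a change of the proportion with time was not detectable. LS vs. SS gave no miRNA past the threshold and so no share. Of all 184 miRNAs tested in LS vs. CS, 89 had a log2 fold change above 0 and 95 below 0. The share in LS vs. CS rests on few miRNAs. With the clean reads in place of TMM-normalized miRNA counts it was 0.0%, with all 12 miRNAs downregulated, and without CS3 it was also 0.0%, with 0 of 1 upregulated. With DESeq2 on all 9 libraries it was 87.5% (7 of 8, interval 52.9% to 97.8%), against 55.0% in SS vs. CS (11 of 20, interval 34.2% to 74.2%), and these intervals overlap. Without LS1 it was 85.7% (6 of 7), against 50.0% in SS vs. CS. With the unadjusted p the shares were 46.5% in SS vs. CS, 55.2% in LS vs. CS and 54.5% in LS vs. SS. With the replicate block the share in SS vs. CS was 47.1%, where the pairing check gave an exact permutation p of 0.722. From its own numbers of upregulated and downregulated miRNAs in each comparison (Figure 4B), the paper concludes that the upregulated proportion was the higher in stems as the treatment lengthened.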

Similarly, the differential expression of miRNAs under ABA treatment in the roots was analyzed. A total of 33 miRNAs, including 17 known miRNAs and 16 novel miRNAs, showed altered expression in the roots in response to ABA treatment (Figure 6A and Figure 7). Specifically, 15 miRNAs in the roots were upregulated (five miRNAs) or downregulated (ten miRNAs) after one day of ABA treatment (SR vs. CR). Nine miRNAs were upregulated (two miRNAs) or downregulated (seven miRNAs) after four days of ABA treatment (LR vs. CR). When compared with one-day ABA treatment, 15 miRNAs were upregulated (eight miRNAs) or downregulated (seven miRNAs) by the four-day ABA treatment (LR vs. SR) (Figure 6B). Generally, with an increase in the time of ABA treatment, the proportion of downregulated miRNAs was higher than that of upregulated miRNAs in the roots, in contrast to the results obtained from stems, described above.

### 2.6. Validation of miRNAs by RT-qPCR

To confirm the results of the significant differentially expressed miRNAs through high-throughput sequencing in the roots and stems, real-time qPCR analysis with three technical and three biological replicates was utilized, and six significant differentially expressed miRNAs— three novel miRNAs and three conserved miRNAs—were randomly selected for each comparison of SS/CS, LS/CS, LS/SS, SR/CR, LR/CR, and LR/SR. 

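The sequencing values of the 18 stem measurements in Figure 8A–C were computed again from the deposited counts, 6 for each comparison. The sign of the log2 fold change was that of the figure's sequencing bar in all 18, all 18 had an unadjusted p of at most 0.05 in edgeR's quasi-likelihood test, and 4 were past the threshold after adjustment. DESeq2, the tool named in the legend of Figure 8, put 8 of the 18 past the threshold when fitted to all 9 libraries. These were the 4 of edgeR, peu-miR477a-3p in SS vs. CS (adjusted p = 0.0226 from DESeq2) and in LS vs. CS (0.00714), peu-miR390-3p in LS vs. CS (0.0392) and miR-n91 in LS vs. SS (0.00495). In 16 of the 18 the libraries of the groups compared did not overlap.

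In SS vs. CS (Figure 8A), the log2 fold changes were 3.87 for miR-n91 (standard error 0.55), 2.75 for miR-n75 (0.61), 1.68 for peu-miR827 (0.66), 1.5 for peu-miR477a-3p (0.53), −2.47 for peu-miR6421 (0.62) and −2.51 for miR-n30 (0.62). miR-n75 rose from 44.3 ± 23.1 TPM (SD, n = 3) in CS to 304.9 ± 34.6 TPM (n = 3) in SS, with an adjusted p of 0.0061 from edgeR. peu-miR827 (adjusted p = 0.117 from edgeR) and peu-miR477a-3p (0.0788) did not pass the adjustment. In LS vs. CS (Figure 8B), they were 3.91 for miR-n8 (standard error 1.27), 2.36 for peu-miR390-3p (0.68), 2.01 for peu-miR477a-3p (0.53), −1.28 for peu-miR162 (0.46), −1.46 for miR-n30 (0.60) and −1.66 for miR-n13 (0.72). miR-n8 had at most 5 counts in an LS library, so its fold change is imprecise. In LS vs. SS (Figure 8C), they were 1.64 for peu-miR6421 (standard error 0.62), −1.60 for miR-n13 (0.73), −1.63 for miR-n75 (0.60), −1.75 for peu-miR827 (0.69), −2.03 for miR-n91 (0.51) and −3.12 for peu-miR399b (1.14). The last of these rests on 7 to 15 counts in SS and at most 2 in LS, and it reached −6.56 when LS2 was left out. Taking the clean reads as library size moved most of these values downward, for example that of peu-miR390-3p in LS vs. CS to 1.36. The RT-qPCR values are not in the files analysed here. From the common direction of both methods, the paper concludes that the sequencing results are reliable.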

The results of all these miRNAs confirmed by RT-qPCR were consistent with the high-throughput sequencing analyses (Figure 8). This demonstrated that the results of the high-throughput sequencing were highly reliable.

### 2.7. The Prediction and Validation of miRNA Target Genes in P. euphratica

To better understand the regulatory mechanisms involved in the response of miRNAs to ABA, prediction and identification of their target genes was an important step. Firstly, a total of 3970 target genes were predicted for miRNAs with Targetfinder (Table S7). Then, degradome sequencing was conducted, and more than 15 million sequences were obtained. More than 99% of these raw reads could be mapped to the genome of *P. euphratica*. After processing and filtering the adaptor, contaminant, and repeat sequences, more than 6 million sequences of unique reads remained. Over 60% of these unique sequences were then matched to the genome of *P. euphratica* perfectly (Table 4). A total of 447 target genes were obtained by degradome sequencing (Table S8). Furthermore, CleaveLand was used to verify cleaved small RNA targets from degradome sequencing [48], and 447 miRNA-targeted transcript pairs, which were targeted by 125 miRNAs, were confirmed by degradome sequencing, among which 32 novel miRNAs were targeted at 133 genes, and 83 known miRNAs were targeted at 314 genes. Then the target transcripts were pooled and categorized into five categories based on the relative abundance of target gene reads. This showed that 139, 23, 132, 9, and 144 target genes were classified as being part of categories 1 to 5, respectively (Tables S8 and S9).

Furthermore, the target genes of ABA responsive miRNAs in the root were deeply analyzed. peu-miRNA477a-5p, targeted at *RGL1*, is involved in the GA signaling pathway [49]. peu-miR390, targeted at cytosolic NADP+-dependent isocitrate dehydrogenase, it appears to contribute to NADPH production under oxidative stress, thereby participating in redox signalling linked to defense responses [50,51]. peu-miR-n68, targeted at *BAK1* (BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1-RELATED), is involved in the brassinosteroid (BR) signaling pathway [52]. peu-miRNA395a, targeted at *APS1* (adenosine 5′-phosphosulfate) [27], and peu-miRNA398, targeted at *CSD* (copper/zinc superoxide dismutase) [28], are involved in nutrition metabolism. peu-miRNA394-5p, targeted at *FBX6* (F-box protein), peu-miRNA530b, targeted at *SAP1* (stress-associated protein 1), and peu-miRNA408-3p [53] and peu-miRNA398 [54] are all involved in abiotic stresses. These results indicated that ABA responsive miRNAs also interact with other physiology pathways.

In order to validate the effectiveness of our bioinformatics pipeline, the expression levels of predicted targets were measured by RT-qPCR to study whether the predicted target genes were actually regulated by corresponding miRNAs. Nine miRNAs and their predicted target genes were randomly selected. It can be observed that peu-miR-n30, peu-miR-n77, and peu-miR408-3p were upregulated with ABA for one day and downregulated for four days, and their target genes were all downregulated with ABA for one day and upregulated for four days. peu-miR390-5p, peu-miR394-5p, and peu-miR477b were downregulated with ABA treatment, and their target genes were all upregulated. peu-miR-n68 and peu-miR530b were downregulated with ABA treatment for one day and upregulated for four days, and their target genes were upregulated with ABA treatment for one day and downregulated for four days. Thus, the expression patterns of miRNAs using RT-qPCR are similar to the genome-wide analysis, and the expression profiles of miRNAs and their target genes were complementary (Figure 9).

## 3. Discussion

Small RNAs, including miRNAs, are key regulators in different biological processes, such as plant growth, development, metabolic pathways, biotic stress, and abiotic stress [55]. It is well documented that miRNAs orchestrate different abiotic stress responses, including drought [36], cold [38], salt [37], and ABA [39] in poplar trees by high-throughput sequencing. ABA, as a stress response phytohormone, plays a vital role in the regulation of abiotic stresses, and much of the abiotic stresses can be mimicked by external application of ABA [56,57]. In addition, ABA can not only be synthesized in the root [10], but also acts as a necessary role in the maintenance of root growth during water stress [12]. In this study, based on previous studies on the ABA in the leaves of *Populus euphratica*, the physiological data analysis showed that the photosynthetic rate, stomatal conductance, and transpiration rate were significantly changed after one day of ABA treatment, and moderately recovered after four days of ABA treatment [39]. The roots and stems of *P. euphratica* were collected for this study. Many forms of differential expression of miRNAs in the root were identified following ABA (Figure 7). Furthermore, based on the ABA responsive miRNAs in the roots of *P. euphratica*, ABA regulated root growth and development through miRNA-mediated pathways were discussed regarding the following aspects (Figure 10).

### 3.1. peu-miRNA477 Involved in the Crosstalk between ABA and GA in Root Growth

peu-miRNA477, which targets *RGL1* (*repressor of GA1*-*like*, Potri.012G093900), which was confirmed by the degradome sequence, was one of the gibberellin negative regulatory factors (Table S8) [49]. The *rgl1* mutant plant became dwarfed in shoots, whereas it increased lateral root growth significantly, and also altered gibberellin and metabolite profiles in *Populus* [58]. With the expression level of peu-miRNA477a-5p increased in the stems (Figure 5, Table S3) and roots (Figure 7, Table S4) after the treatment of ABA, it acted as a negative regulatory factor and reduced the expression level of *RGL* (Figure 9), and then repressed shoot growth, whereas it promoted root growth in *P. euphratica*. 

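In the stems, peu-miR477a-5p rose from 118.4 ± 58.7 TPM (SD, n = 3) in CS to 556.6 ± 122.3 TPM (n = 3) in SS and 778.3 ± 363.5 TPM (n = 3) in LS. The log2 fold change was 2.03 after 1 day (standard error 0.54, adjusted p = 0.0172) and 2.48 after 4 days (standard error 0.55, adjusted p = 0.0291), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The read counts behind these values were 10 to 48 per library in CS, 69 to 94 in SS and 53 to 147 in LS. All treated libraries lay above all control libraries, for which an exact permutation test of 3 libraries against 3 gives p = 0.1, the smallest it allows. The increase ranged from 1.76 to 2.51 in SS vs. CS and from 2.19 to 2.97 in LS vs. CS with each library left out, and it stayed past the threshold in 5 and 2 of those 9 fits. The clean reads as library size gave the smallest increases, 1.51 after 1 day and 1.34 after 4 days. The opposite arm of the hairpin, peu-miR477a-3p, had log2 fold changes of 1.5 and 2.01 (adjusted p = 0.0788 and 0.0574 from the same edgeR test). From the increase of peu-miR477a-5p, the degradome evidence for its target *RGL1* and RT-qPCR in Figure 9, the paper reasons that ABA lowers *RGL1*. It speculates that ABA in this way represses shoot growth while promoting root growth. The legend of Figure 9, however, pairs the *RGL1* gene with peu-miR477b. For that miRNA the paper reports a decrease with ABA and an increase of its targets.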

Thus, it can be speculated that ABA repressed shoot growth and promoted root growth through a new pathway of repression of GA-induced elongation by miRNA477a-5p.

### 3.2. peu-miR-n68 Involved in the Crosstalk between ABA and BR in Root Growth

peu-miR-n68, a novel miRNA found in *P. euphratica*, which targets Potri.009G090700.1 (BAK1, BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1-RELATED) as predicted by Targetfinder (Table S7), was decreased after 1 day of ABA treatment, and then recovered to its normal levels after 4 days of ABA treatment (Figure 7). As we know, brassinosteroid (BR) signaling is essential for plant growth and development. A model of BRASSINOSTEROID INSENSITIVE1-mediated signaling in root growth has been established by a computational approach which predicts root growth solely on the basis of BRI1 receptor activity. The model faithfully predicts root growth, as has been observed in bri1 loss-of-function mutants [59]. BRI1-mediated signaling regulates normal cell cycle progression of root meristematic cells [60]. In *Solanum pimpinellifolium*, BRASSINOSTEROID INSENSITIVE1 is required for systemin-induced root elongation [61]. Biochemical interaction between BAK1 and BRL1/BRL3 (brassinosteroid insensitive1-like) is required for BR-mediated root growth [52]. Thus, with the decreased expression of peu-miR-n68 following ABA treatment in the roots of *P. euphratica* (Figure 7, Table S4), the expression of BAK1 was induced (Figure 9) and then promoted root growth.

### 3.3. peu-miR-n30-Mediated Target Genes Involved in RAM Activity in Root Growth

peu-miR-n30, a novel miRNA found in *P. euphratica* which targets HD-ZIP IIIs (Potri.004G211300) as predicted by Targetfinder (Table S7), was increased after 1 day of ABA treatment, and then recovered to its normal levels after 4 days of ABA treatment (Figure 7). A previous study showed that overexpression of miR166/165 promotes the activity of root apical meristems (RAM), while its target HD-ZIP IIIs confers reduced RAM activity [62]. HD-ZIP III factors also appeared to determine both root growth rate and meristem size. Overexpression of HD-ZIP IIIs leads to short roots and small root apical meristems, while mutants have long roots and large apical meristems [63]. In our study, the expression of peu-miR166 was also increased after ABA treatment, but not significantly. Thus, with the increased expression of peu-miR-n30 and peu-miR166 following ABA treatment in the roots of *P. euphratica* (Figure 7, Table S4), the expression of HD-ZIP IIIs was inhibited (Figure 9) and then promoted root growth by enhancing meristematic activity.

### 3.4. peu-miR394-5p and peu-miR530b Mediated Stress-Related Genes Involved in Root Growth

Plant root growth and development is greatly affected by different abiotic stresses. When the external water supply is deficient, the root architecture will be significantly altered to improve its water absorption efficiency [64,65]. The targeting of F-box protein genes (Potri.001G057100) by peu-miR394-5p was confirmed by the degradome sequence (Table S8), and the same results were also found in *Arabidopsis* [66]. F-box proteins play important roles in abiotic stresses and have been reported to be differentially regulated by abiotic stresses [67]. In rice, overexpression of the F-box protein gene also reduced the sensitivity of ABA and abiotic stress tolerance while promoting root growth [68]. Thus, with the declined expression of peu-miR394-5p in the roots response to ABA in *P. euphratica* (Figure 7), the target F-box protein genes were induced, which might confer abiotic stress tolerance. peu-miR530b, which increased first, and then declined, in the roots under ABA treatment (Figure 7), targeted the *bHLH* transcription factor (Potri.014G099700) (Table S8). Overexpression of *bHLH122* would improve the endogenous ABA content in cells and promote root growth [69]. In addition, A20/AN1 zinc-finger containing stress-associated proteins (*SAP1/11*, Potri.010G076700) was another predicted target gene of peu-miR530b (Table S8). Many studies have reported that *SAP1/11* confers improved resistance to abiotic stresses in various plants. Overexpression of *OsSAP1* in tobacco confers increased tolerance to abiotic stresses [70]. Enhanced tolerance to ABA and salt stress is regulated by *OsSAP8* in *Oryza sativa* [71]. Therefore, peu-miR530b might participate in the response of ABA, as well as the tolerence of abiotic stresses mediated by *bHLH* or *SAP1/11* in *P. euphratica*.

Above all, our functional analysis of these miRNAs and their targets revealed a new model for the ABA regulation of root growth through the miRNA-mediated pathway. In particular, it showed that ABA crosstalk with other phytohormones, such as gibberellic acid, brassinosteroid, and auxin, in the regulation of root growth and development through miRNA-mediated pathways. Our results support previous conclusions [6]. More evidence is needed to further support our results.

## 4. Materials and Methods

### 4.1. Plant Materials and ABA Treatment

One-year-old *P. euphratica* plantlets were acquired from the Xinjiang Uygur Autonomous Region of China, and three plants with similar heights were planted in individual 5 L pots containing loam soil and placed in a greenhouse at Beijing Forestry University. After natural growth from April to July, an aqueous solution with or without 300 μM ABA was used to water the *P. euphratica* plants. For the treated groups, 1 L 300 μM ABA solutions were irrigated, and pure water, instead of ABA solution, was applied as the control group. Each treatment group had three individual pots as biological replicates. Stems collected one day after ABA treatment were defined as the short-term ABA treatment group (SS). Those collected four days after ABA treatment were defined as the long-term ABA treatment group (LS), and the control group (CS). Root tissues were also collected at the same time, and were named as SR, LR, and CR, respectively. All the samples in this study were collected at the same time during the day. To reduce error, three independent biological replicates were used for each stage. All of the samples were immediately frozen in liquid nitrogen and stored at –80 °C until use.

### 4.2. High-Throughput Sequencing of Small RNA

Total RNA was extracted from 18 samples of CS, SS, LS, CR, SR, and LR using the CTAB method [72,73]. RNA quality and quantity was examined using an Agilent 2100 Bioanalyzer with the RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were generated using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, Ipswich, MA, USA) according to the manufacturer’s specifications. Then, Illumina HiSeq technology was used for high-throughput sequencing (Illumina, San Diego, CA, USA).

### 4.3. Sequencing Data Analysis for miRNA Identification and Annotation

Low-quality reads were removed from raw sequencing data, and 10–30 nt sRNAs were filtered without more than 10 nt single nucleotide repeats, or 5′ adapter contaminants, or more than 10% poly N, or with a 3′ adapter on the insert tag. Then, bowtie (http://sourceforge.net/projects/bowtiebio/files/) was used to map the clean sequencing reads to the genome of *P. euphratica* [40] without any mismatch. All mapped sRNAs which were previously discovered and registered in miRBase (Release 21 http://www.mirbase.org/) by the BlastN algorithm with both mature and hairpin without any mismatches in *P. trichocarpa* were annotated as known miRNAs. The remaining reads, which can be mapped to GenBank (http://www.ncbi.nlm.nih.gov/ genbank/) and Rfam (11.0 release, http://rfam.xfam.org/) database, were annotated as noncoding RNAs (i.e., rRNAs, tRNAs, snRNAs, scRNAs, and snoRNAs). Further, after removing the repeat-associated RNAs (Repbase v.18.07, http://www.girinst.org/) and nat-siRNAs (*P. trichocarpa* in PlantNATsDB, http://bis.zju.edu.cn/pnatdb/), miREvo and miRdeep2 were utilized to predict novel miRNAs; all novel miRNAs candidates had to meet the following criteria: (i) both the miRNA and miRNA* (miRNA complementary sequence) were covered by sRNA-sequencing reads; and (ii) in cases without miRNA*, candidate miRNAs had to be identified in multiple and independent libraries [74,75]. The secondary structure, the minimal folding free energies (MFE) and the minimal folding free energies index (MFEI) were also analyzed as described previously [74,76].

### 4.4. Differential Expression Analysis of miRNAs Response to ABA in the Roots and Stems

To analyze the differential expression of miRNA, miRNA expression was normalized to calculate the expression of transcripts per million (TPM) in each library. Differentially expressed known and novel miRNAs were compared using the “DEGseq2” library in R statistical software among different samples from the stems and roots [77]. The fold-changes and *p*-values were calculated from the normalized expression. Significantly differential expression was defined as |log_2_ratio| ≥ 1 and an adjusted *p*-value ≤ 0.05 [78]. Transcripts per million (TPM) was defined as normalized expression = (number of miRNA reads/total number of clean reads) × 1,000,000 [79]. The heat maps of expression profiles were analyzed with Genesis software (http://genome.tugraz.at/) with a hierarchical clustering method based on the TPM Log_2_FoldChange of miRNAs [80].

### 4.5. RT-qPCR Validation

To confirm the results of high-throughput sequencing, six miRNAs, including three novel miRNAs and three conserved miRNAs, were randomly selected for RT-qPCR for each comparison. The CTAB method was used to extract RNAs from each sample [72,73]. Mature miRNA reverse transcription was performed by using the miRNA First-Strand cDNA Synthesis Kit (Aidlab Biotechnologies, Beijing, China). A miRNA Real-Time PCR assay kit (Aidlab Biotechnologies, Beijing, China) was used for the RT-qPCR analysis. Briefly, 20 μL reaction volume with 0.5 μL cDNA, 0.4 μM of each primer, 10.0 μL of 2× miRNA qPCR Mix, and 8.7 μL ddH_2_O was mixed in 96-well plates with a StepOne Plus PCR System (Applied Biosystems, Foster City, CA, USA) under the following default cycling conditions (40 cycles of 95 °C for 10 s, 60 °C for 20 s, and 72 °C for 30 s). All of the reactions were performed in triplicate. peu-5.8s rRNA was used as an internal control for miRNA [81]. To further confirm the relationships between miRNAs and their target genes, *UBQ* was used as an internal control for target genes, and the 2^-ΔΔCT^ method was adopted to calculate the relative expression of RT-qPCR [82]. All the primers used in this study are listed in Table S1.

### 4.6. MiRNAs Targets Prediction by TargetFinder and Degradome Sequencing

TargetFinder (http://targetfinder.org/) was used to predict the target genes of miRNAs [83,84]. A penalty score criterion was used according to the alignment between each miRNA and its potential target as follows: (1) G:U mismatch penalty, 0.5 points; (2) other mismatch penalty, 0.5 points; and (3) if the above two cases occurred at the 2nd to 13th bases, double the penalty was given. A score of four points was used as the screening criteria.

In order to obtain as much degradome data as possible, a mixed sample containing equal amounts of total RNAs from each of the 18 samples was used for degradome sequencing using the PARE protocol [85] with the following steps: (1) the biotinylated random primers were mixed with the RNA sample; (2) RNA fragments containing biotin random primers were captured by magnetic beads; (3) 5′-adapters were attached to the RNA fragments; (4) cDNA libraries were obtained by reverse transcription; and (5) PCR amplification was performed and the libraries were established. Then, degradome sequencing was performed with an Illumina Hiseq 2500. Fastx-Toolkit to remove the adapters and low-quality nucleotide reads from the raw sequencing data. The remaining clean reads were further analyzed by Cleaveland Pipeline 2.0 software with default parameters [48,86]. The genome of *P. euphratica* [40] was used as a reference genome for mapping the sequencing reads. The National Center for Biotechnology Information (NCBI) database and PopGenIE (http://popgenie.org/) were also used to predict functions of the target genes of miRNAs.

Further, the following criteria were used to divide the cleaved target transcripts into five categories: (1) the abundance of raw reads at the cleavage site is the maximum on the transcript and there is only one maximum; (2) the abundance of raw reads at the cleavage site is the maximum on the transcript and there is more than one maximum; (3) the abundance of reads at the cleavage site is not the maximum, but is equal to or higher than the median for the transcript; (4) the abundance of reads at the cleavage site is less than the median for the transcript; and (5) the abundance of reads at the cleavage site has only one match with the transcript.

### 4.7. Accession Number

The sequenced data from the roots and stems of *Populus euphratica* obtained in this work have been submitted to the Gene Expression Omnibus (GEO) database of the NCBI, and the accession number is GSE107823. The leaves’ data were obtained from the Sequence Read Archive, and the accession number is SRP077948 [39].

## 5. Conclusions

We constructed eighteen high quality sRNA libraries based on *P. euphratica* stems and roots for high-throughput sequencing. In total, 255 unique mature sequences which contained 154 known miRNA and 101 novel miRNAs were identified. There were 191 miRNAs, including 109 known miRNAs and 82 novel miRNAs with differential expression between the leaves, roots and stem. There were 54 miRNA responses to ABA in the stems, including 32 known miRNA and 22 novel miRNAs, and a total of 33 miRNA responses to ABA in the roots, with 17 known miRNA and 16 novel miRNAs. In addition, 3970 target genes were predicted by Targetfinder, and 447 target genes from 15 million degradome sequences were obtained. Furthermore, our genome-wide analysis of these miRNAs and their targets revealed a new model of ABA regulation of root growth through a miRNA-mediated pathway. This pathway features peu-miR-n68, and peu-miR477a-5p which are involved in the crosstalk between ABA and other phytohormones. Above all, our results provide new insight into the mechanisms of ABA’s involvement in root growth through miRNA-mediated pathways.

## Figures and Tables

**Figure 1:**
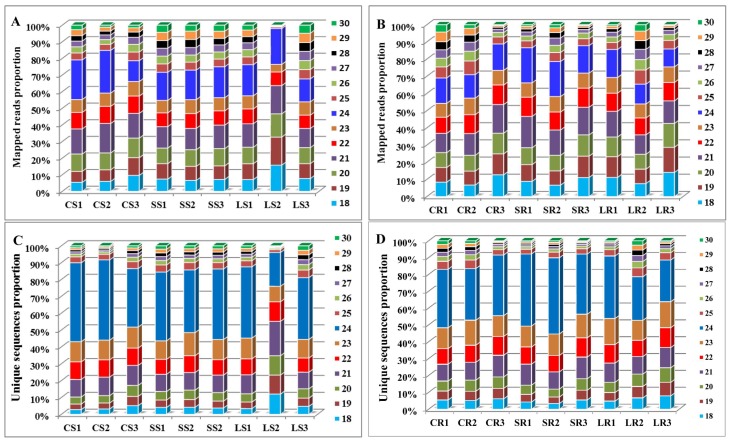
Length distributions of small RNAs identified in the roots and stem of *P. euphratica*. Size distribution of total mapped reads from the nine libraries of stems (**A**) and the nine libraries of roots (**B**). The distribution of stems (**C**) and roots (**D**) are based on the mapped unique reads.

**Figure 2:**
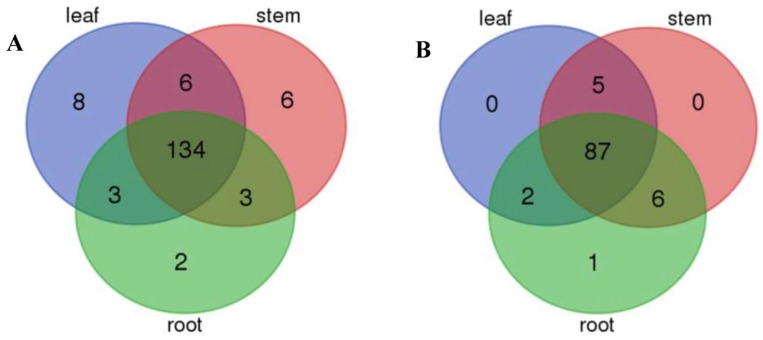
Venn diagram of the miRNAs identified in leaves, stems and roots of *P. euphratica*. Counts are based on unique sequences, and Venn diagrams of (**A**) known miRNAs and (**B**) novel miRNAs found in the different tissues.

**Figure 3:**
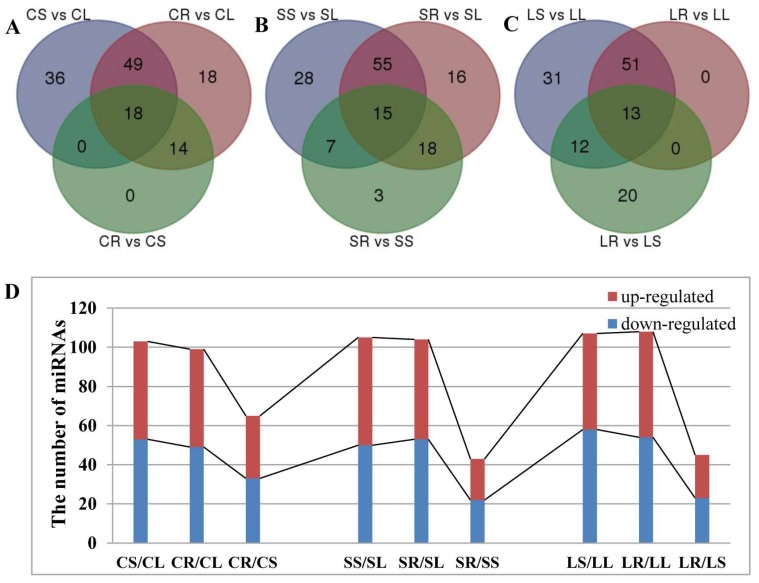
Significant differentially expressed miRNAs across the leaves, roots and stems in *P. euphratica*. (**A**) Venn diagram of significant differentially expressed miRNAs in the control groups of leaves, roots and stems. (**B**) Venn diagram of significant differentially expressed miRNAs in the one-day-treatment groups of leaves, roots, and stems. (**C**) Venn diagram of significant differentially expressed miRNAs in the four-day treatment groups of leaves, roots and stems. (**D**) The number of up- or downregulated miRNAs between each comparison in the different tissues.

**Figure 4:**
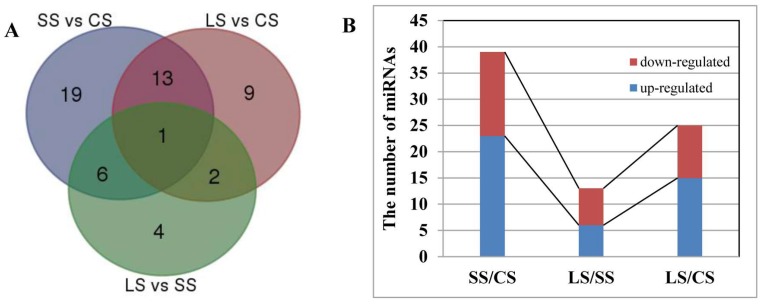
Significant differentially expressed miRNAs by ABA treatment in the stems of *P. euphratica*. (**A**) Venn diagram of significant differentially expressed miRNAs by ABA in the stems. (**B**) The number of up- or downregulated miRNAs responsive to ABA in the stems.

**Figure 5:**
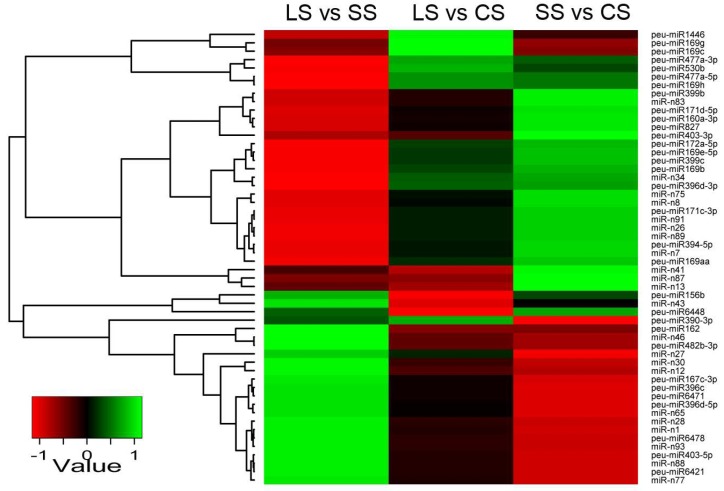
Hierarchical clustering analysis of differentially expressed miRNA in response to ABA in the stems of *P. euphratica*. The expression profiles were analyzed by Genesis software (http://genome.tugraz.at/) with hierarchical clustering method based on the transcripts per million (TPM) Log_2_FoldChange of miRNAs.

**Figure 6:**
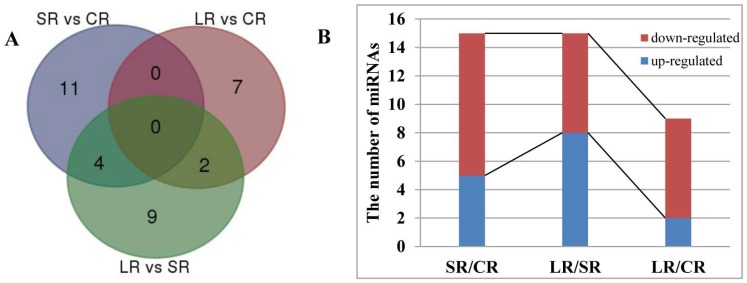
Significant differentially expressed miRNAs by ABA treatment in the roots of *P. euphratica*. (**A**) Venn diagram of significantly differentially expressed miRNAs by ABA in the roots. (**B**) The number of up- or downregulated miRNAs following ABA treatment in the roots.

**Figure 7:**
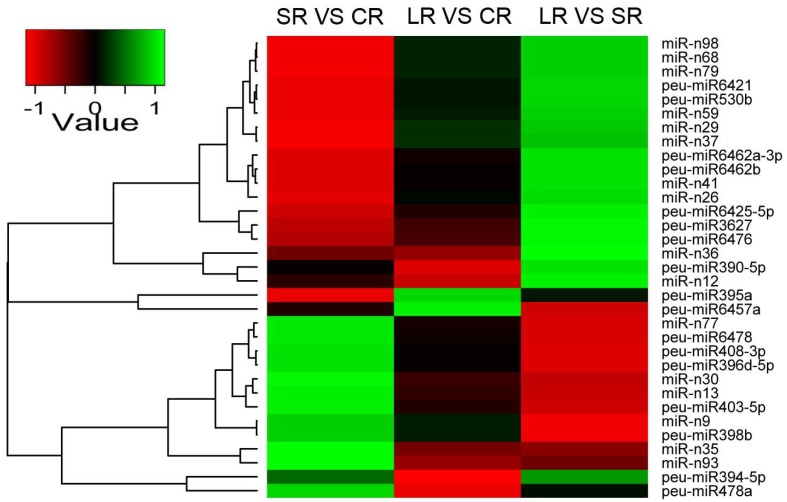
Hierarchical clustering analysis of differentially expressed miRNAs in response to ABA in the roots of *P. euphratica*. The expression profiles were analyzed by Genesis software (http://genome.tugraz.at/) with the hierarchical clustering method based on the TPM Log_2_FoldChange of miRNAs.

**Figure 8:**
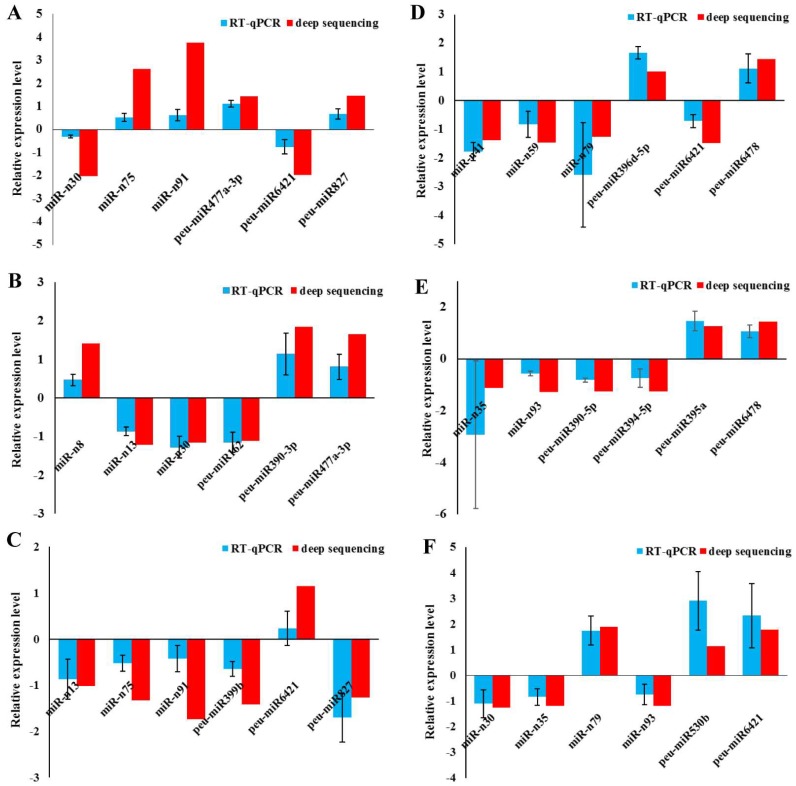
Verification of responses of miRNAs to ABA by real-time PCR in the stems (**A**–**C**) and roots (**D**–**F**). Differentially expressed miRNAs identified by high-throughput sequencing were confirmed by real-time qPCR, and their expression levels were compared between the three groups. The expression level of miRNA in deep sequences was performed with the R statistical software package; specifically, the “DESeq2” library was used with raw dates. The following comparisons of miRNA expression were completed: (**A**) SS vs. CS. (**B**) LS vs. CS. (**C**) LS vs. SS. (**D**) SR vs. CR. (**E**) LR vs. CR. (**F**) LR vs. SR.

**Figure 9:**
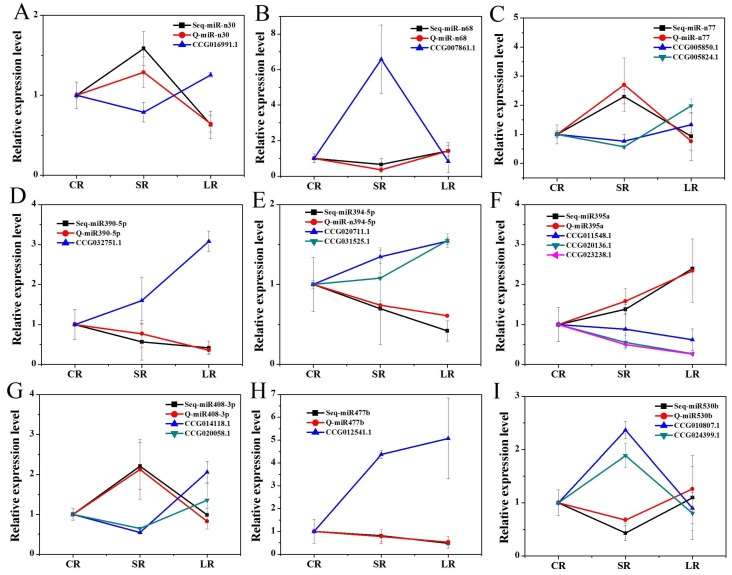
The expression profiles of predicted target genes and their corresponding miRNAs using RT-qPCR. The level of every gene in the control was set at 1.0. Error bars represent the standard deviation of three replicates. “Seq” means the results of high-throughput sequence, “Q” means the results of RT-qPCR. (**A**) The relative expression of miR-n30 with the predicted target CCG016991.4 (Potri.004G211300); (**B**) the relative expression of miR-n68 with the predicted target CCG007861.1 (Potri.009G090700); (**C**) the relative expression of miR-n77 with the predicted targets CCG005850.1 (Potri.005G225600) and CCG005824.1 (Potri.005G171700); (**D**) the relative expression of miR390-5p with the predicted target CCG032751.1 (Potri.010G176000); (**E**) the relative expression of miR394-5p with the predicted targets CCG020711.1 (Potri.001G057100) and CCG031525.1 (Potri.003G171300); (**F**) The relative expression of miR395a with the predicted targets CCG011548.1 (Potri.008G159000), CCG020136.1 (Potri.012G001400) and CCG023238.1 (Potri.007G108900); (**G**) the relative expression of miR408-3p with the predicted targets CCG014118.1 (Potri.002G188000) and CCG020058.1 (Potri.014G049600); (**H**) the relative expression of miR477b with the predicted targets CCG012541.1 (Potri.012G093900) and CCG030622.1 (Potri.015G091200); and (**I**) the relative expression of miR530b with the predicted targets miR530b CCG010807.1 (Potri.014G099700) and CCG024399.1 (Potri.010G076700).

**Figure 10:**
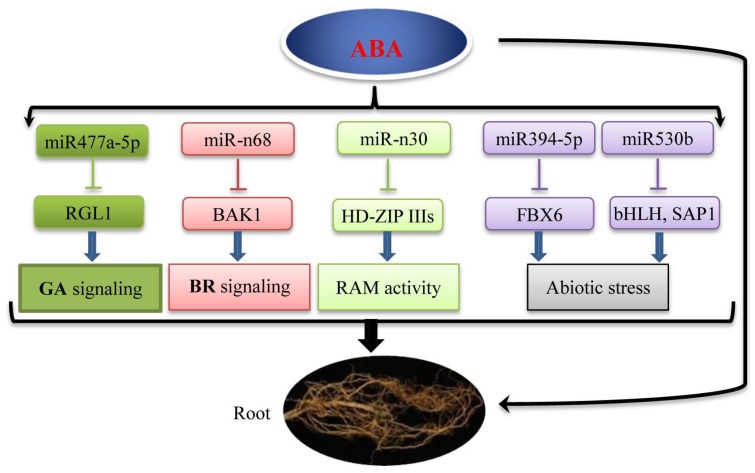
A new model of ABA regulation of root growth through miRNA-mediated pathways. The arrow indicates positive regulation. The inverted “T” denotes the interactions among miRNA-target genes predicted and investigated in this study; the “arrows” mean “involved in”. RGL1: repressor of GA1-like (Potri.012G093900); BAK1: BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1-RELATED (Potri.009G090700.1); HD-ZIP III: Class III Homeodomain Leucine Zipper (Potri.004G211300); FBX: F-box protein (Potri.001G057100); bHLH: basic helix-loop-helix protein (Potri.014G099700); SAP1: A20/AN1 zinc-finger containing stress-associated protein 1 (Potri.010G076700).

**Table 1:** Deep sequencing reads for sRNAs of *P. euphratica* stems and roots.

Sample	Raw Data	Clean Reads	Length Filtered Reads	Mapped Reads	Length Filtered Unique Reads	Mapped Unique Reads
CS1	15,000,000	14,587,199 (97.25%)	8,096,532	4,932,121	3,046,077	1,258,568
CS2	12,295,483	11,416,579 (92.85%)	5,998,393	2,391,734	3,216,544	855,550
CS3	16,028,756	15,256,023 (95.18%)	9,304,524	5,142,929	2,672,612	681,844
SS1	12,314,579	12,051,738 (97.87%)	4,489,652	2,836,870	1,742,854	722,719
SS2	12,235,671	11,787,281 (96.34%)	4,253,676	2,551,136	1,766,408	720,158
SS3	10,721,576	10,189,259 (95.04%)	3,307,671	1,850,502	1,428,834	539,275
LS1	10,964,853	10,620,198 (96.86%)	3,939,212	2,362,697	1,415,467	521,575
LS2	11,332,951	10,519,899 (92.83%)	1,440,580	659,872	580,173	156,926
LS3	16,245,725	15,452,361 (95.12%)	5,117,466	2,686,232	1,739,006	508,100
CR1	17,920,873	16,698,033 (93.18%)	9,605,828	1,555,617	3,616,174	334,181
CR2	18,537,368	18,101,660 (97.65%)	15,420,868	2,768,522	3,738,298	389,598
CR3	11,075,762	10,302,814 (93.02%)	5,578,796	1,395,324	2,345,761	347,958
SR1	11,588,883	10,762,002 (92.86%)	6,140,223	1,556,764	2,796,352	450,033
SR2	10,966,078	10,312,261 (94.04%)	8,254,705	2,095,221	3,544,129	538,110
SR3	11,945,678	11,430,601 (95.69%)	5,562,200	1,871,703	1,778,115	345,995
LR1	12,971,014	12,601,308 (97.15%)	6,650,163	3,399,255	2,706,102	777,214
LR2	14,093,468	13,780,786 (97.78%)	10,598,000	1,733,908	3,047,028	240,787
LR3	10,769,268	10,361,201 (96.21%)	5,914,549	1,497,009	1,906,663	234,996

CS: control groups of stems without abscisic acid (ABA) treatment. SS: stems collected one day after ABA treatment were defined as the short-term ABA treatment. LS: stems collected four days after ABA treatment were defined as the long-term ABA treatment (LS). CR: the control groups of roots without ABA treatment. SR: roots collected one day after ABA treatment were defined as the short-term ABA treatment. LR: roots collected four days after ABA treatment were defined as the long-term ABA treatment. The numbers, of 1–3 mean three replicates.

**Table 2:** Known miRNA specially detected in the stems and roots of *P. euphratica* (not in leaves).

miRNA	Sequence (5′-3′)	LM (nt)	Reference miRNA	Family
peu-miR169l	AAGCCAAGGAUGACUUGCCUG	21	ptc-miR169o	
peu-miR169m	UAGCCAAGGAUGACUUGCUCG	21	ptc-miR169x	MIR169_1
peu-miR171f	GGAUUGAGCCGCGCCAAUAUC	21	ptc-miR171k	MIR171_1
peu-miR394-3p	CUGUUGGUCUCUCUUUGUAA	20	ptc-miR394a-5p	MIR394
peu-miR399d	UGCCAAAGGAGAUUUGCCCCG	21	ptc-miR399a	MIR399
peu-miR399e	UGCCAAAGAAGAUUUGCCCCG	21	ptc-miR399d	MIR399
peu-miR399f	UGCCAAAGGAGAGUUGCCCUA	21	ptc-miR399i	MIR399
peu-miR477c	GGAAACCUUUUGUGGGGGUUUG	22	ptc-miR477c	MIR477
peu-miR6435	UGAAUAAUGGAGACACUCUAG	21	ptc-miR6435	
peu-miR6450	CGAACACAGGACUCAAGGCUA	21	ptc-miR6450b	
peu-miR6472	UAGUGAAUUCUAGGUCUCAAUC	22	ptc-miR6472	

LM: length of mature miRNA.

**Table 3:** Novel miRNA especially detected in stems and roots of *P. euphratica* (not detected in leaves).

miRNA	Sequences	miRNA*	Arm	LM(nt)	Location	Stand	MEF	LP(nt)	GC%	MEFI
miR-n95	uuauuuaaauuugauuucuuu	No	3p	21	scaffold35.1: 322060..322378	+	−26.3	62	9.68%	4.38
miR-n96	uuggaggaaauauauuuuggc	Yes	3p	21	scaffold4.1: 1609767..1610085	−	−38	84	38.10%	1.19
miR-n97	ugaagagguagagaguguaauu	Yes	5p	22	scaffold476.1: 74348..74667	+	−67.7	146	47.26%	0.98
miR-n98	gggacaaaaauggcauaagagg	No	3p	22	scaffold98.1: 88683..89002	−	−97.5	251	42.63%	0.91
miR-n99	aaggaaaaugcauagaacaagu	No	5p	22	scaffold32.1: 2021024..2021343	+	−20	46	30.43%	1.43
miR-n100	aauuuguacugugaaacu	No	5p	18	scaffold462.1: 47666..47981	+	−8.8	38	36.84%	0.63
miR-n101	uauagaugacuauauuuagggagc	Yse	5p	24	scaffold2579.1: 17957..18278	−	−84.9	192	32.81%	1.35

miRNA*: miRNA complementary sequence. LM: length of mature miRNA. LP: length of miRNA precursors. GC%: The percentage of the sum of guanine and cytosine. MEF: folding free energies. MFEI: the minimal folding free energies index.

**Table 4:** Data analysis of degradome sequencing in *P. euphratica*.

Sample	Total Reads	Ratio	Unique Reads	Ratio
Raw Reads	15,513,985	/	6,684,885	/
Mappable Reads	15,407,998	99.32%	6,634,914	99.25%
Transcript Mapped Reads	10,447,471	67.34%	4,224,109	63.19%

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/5/1481/s1.

# Supplementary material for: Exploration of ABA Responsive miRNAs Reveals a New Hormone Signaling Crosstalk Pathway Regulating Root Growth of Populus euphratica
**Source:** Int J Mol Sci. 2018 May 16;19(5):1481. doi: 10.3390/ijms19051481
**Supplement:** Supplementary file 1

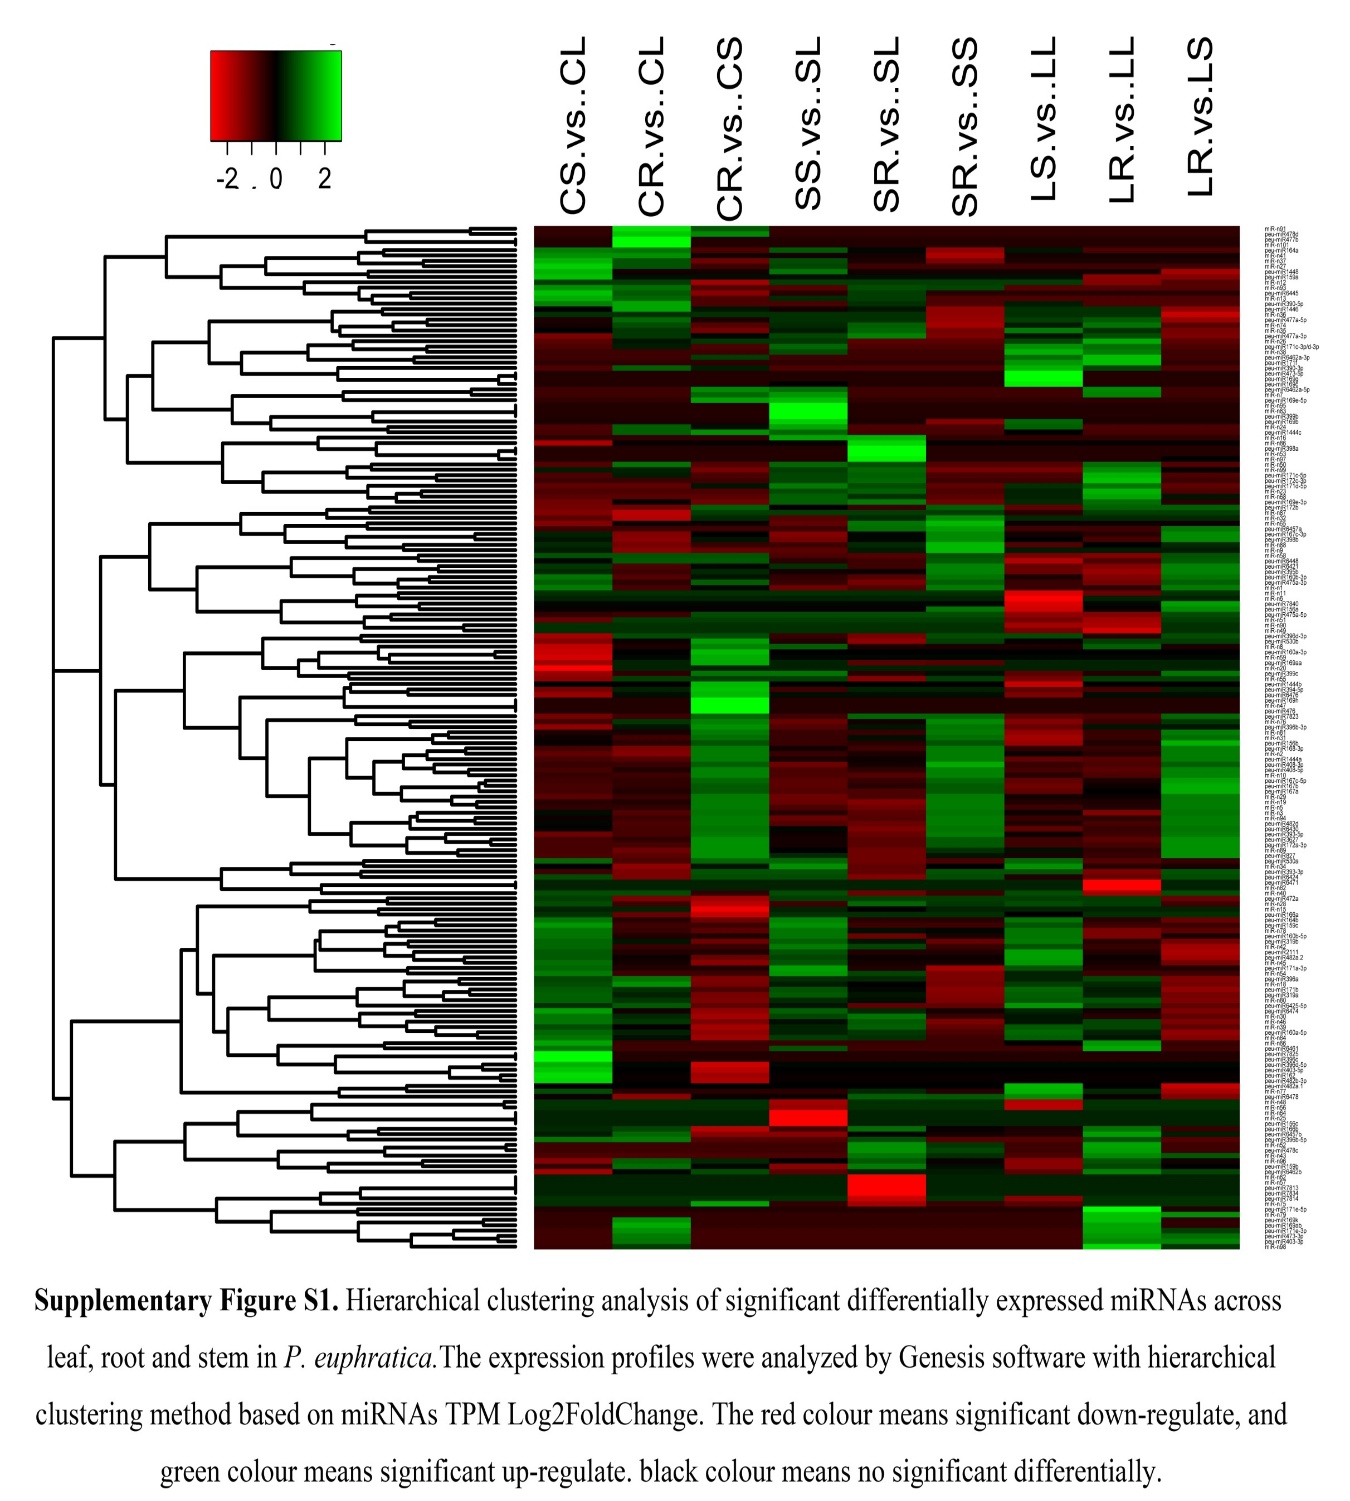

**Supplementary Figure S1.** Hierarchical clustering analysis of significant differentially expressed miRNAs across leaf, root and stem in P. euphratica.The expression profiles were analyzed by Genesis software with hierarchical clustering method based on miRNAs TPM Log2FoldChange. The red colour means significant down-regulate, and green colour means significant up-regulate. Black colour means no significant differentially.

How the deposited data were processed for this re-analysis (not part of the article)

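Small RNA was sequenced from stems of *P. euphratica* in 3 groups of 3 biological replicates: control (CS), 1 day after ABA treatment (SS) and 4 days after ABA treatment (LS). Each replicate was a pot, and each treated pot received 1 L of a 300 μM ABA solution. The group and replicate of each library were taken from the sample labels and the paper. The authors removed low-quality reads and reads with adapter or poly-N contamination, mapped the clean reads to the genome of *P. euphratica* with bowtie without mismatches, took known miRNAs from the miRNAs of *P. trichocarpa* in miRBase, and predicted further miRNAs with miREvo and miRDeep2. From these steps the authors deposited raw read counts per mature miRNA for each library, without normalization. Beside them, the authors deposited TPM values, which sum to 1000000 in each library and equal the count divided by the total count of the 263 listed miRNAs, times 1000000. The paper's methods define TPM relative to the clean reads, so both library sizes were used below. The names of the miRNAs were joined to the file identifiers through identical counts in the paper's Table S3. For 32 miRNAs with the same counts as another, the identifier cannot be told, but their values are the same.

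The total miRNA count per library was between 72802 and 479206, with a median of 143637 over the 9 libraries. The median was 258070 in CS, 145355 in SS and 122019 in LS. An abundance of 3 counts, below which a count of 0 excludes little, corresponds to 6.26 TPM in the deepest and 41.21 TPM in the shallowest library. No pair of libraries from the same group differed by as little as sampling noise (the lowest chi-square per degree of freedom was 30.5), so all 9 were counted as separate samples.

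Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM normalization on all 9 libraries. The 184 miRNAs with a total of at least 10 counts were tested in 3 comparisons (SS vs. CS, LS vs. CS and LS vs. SS). A miRNA was past the threshold at |log2 fold change| of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05, as in the paper's methods. TMM factors were between 0.7467 and 1.2678. The exact permutation tests of single miRNAs, 3 libraries against 3, used log2(TPM + 1). The alternatives tried were DESeq2 1.42.0 (the tool the paper names) on all libraries or on the groups compared, edgeR on the groups compared, the median-of-ratios size factors, the total miRNA counts or the clean reads of Table 1 as library size, no filter (247 miRNAs tested), edgeR's filterByExpr (112 miRNAs tested), the unadjusted p, no fold change threshold, the replicate number as a block, the counts without miR-n1, and each library left out in turn. Both tools were tested on simulated data, with 40 miRNAs per simulation changed by a log2 fold change of 3 in 20 simulations. Every simulated miRNA had the same spread, the common dispersion of 0.244 from the real fit. The simulation left out the differences in spread between miRNAs and the patterns shared between real libraries. Its rates therefore need not hold for the real libraries. edgeR recovered 82.4% of the changed miRNAs and 96.4% of those with at least 100 CPM, with a median estimate of 2.95 for the latter, and 4.4% of its calls were false. DESeq2 recovered 78.9% and 97.8%, with a median estimate of 2.98 and 5.7% false calls.

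The miRNAs named in the text were chosen by a rule set before the processed files arrived. It takes every miRNA the paper names for a stem comparison in its text or in Figure 8A–C, the miRNAs of its detection sentences, and in each comparison the 5 most upregulated and the 5 most downregulated past the threshold whose libraries do not overlap. The miRNAs that the paper discusses for roots were added after the files arrived, as were the miRNAs that pass the test of stem against root. Table S3 of the paper prints the same stem counts, and some of its rows and totals were seen before the design was fixed, although no test had been run on them. For detection, a miRNA needed at least 1 count in at least 1 library. The hairpins of the predicted miRNAs in Table S5 were folded with RNAfold of ViennaRNA 2.7.2 at 37 °C, with and without the energy of dangling ends. Table S5 as analysed here has 100 of the 101 hairpins, since the row of miR-n27 is missing. Confidence intervals of shares are 95% Wilson intervals from scipy 1.17.1.

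Roots were sequenced by the authors in the same design, but their libraries are not in the files analysed here. For the comparison of stem and root, the root counts printed in Table S4 were used, with the same edgeR test and an interaction of tissue and treatment over 208 miRNAs. A stem and a root library with the same group and replicate number may come from the same pot, so the fit was also run with the pot as a block, chosen after seeing the data and tested on simulated data. Leaf libraries, the degradome and RT-qPCR were left out because their data are not in the files analysed here. No genome was in the files analysed here, so positions are the scaffolds given in Table S5.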

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

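The results flagged here are differences between tissues. The log2 fold change after 1 day of ABA was compared between stem (SS vs. CS, from the deposited counts) and root (SR vs. CR, from the counts of the paper's Table S4) by an interaction term in edgeR's quasi-likelihood test. Of the 208 miRNAs tested, 13 had a difference past an adjusted p of 0.05 with |difference| of at least 1, and 8 of them were predicted miRNAs. In all 13 the fold changes in stem and root had opposite signs. The stem minus root difference was −7.97 for miR-n27 (standard error 1.78, adjusted p = 0.0169 from edgeR), −4.31 for miR-n84, −3.62 for peu-miR167c-3p, −3.58 for peu-miR6478, −3.41 for miR-n77, −3.25 for miR-n30, −3.23 for miR-n9, −3.16 for miR-n88 and −2.90 for peu-miR403-5p, all lower in stems. It was 2.69 for miR-n26, 4.12 for miR-n75, 4.60 for peu-miR169aa and 5.63 for peu-miR530b (standard error 1.76, adjusted p = 0.0474 from edgeR), all higher in stems. For miR-n30, which the paper describes for roots, the log2 fold change was −2.61 in stems and 0.64 in roots. For miR-n77 it was −2.06 in stems and 1.35 in roots. The stem decrease of miR-n77 rests on CS3, with 2434.72 TPM against 212.85 in CS1 and 124.00 in CS2. In the fit of the stem libraries alone it went from −1.92 to −0.07 without CS3. peu-miR6478 was also highest in CS3, with 32685.67 TPM against 4263.30 in CS1, 2200.95 in CS2 and 2311.58 to 3648.09 in SS. miR-n84 had 22138.70 TPM in CS1 and 15555.13 in CS3, but 3057.31 in CS2, within the SS range of 2798.72 to 3171.55. miR-n27 had 2068.00 TPM in CS1 and 3683.90 in CS3, but 205.37 in CS2, below SS2 (288.95). After 4 days no miRNA had a stem against root difference past the threshold.

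Other splits of the control and 1 day libraries, drawn within each tissue, gave as many differences in 1 of 100 splits, the real one. These splits, and the fits that leave out a library, take stem and root libraries as independent. With the stem and root libraries of a pot kept together, 1 of the 10 splits of the 6 pots, again the real one, gave as many, and 3 pots against 3 cannot show a smaller share. After 4 days the real number is 0, which every split reaches, so the 100 splits cannot decide anything there. The number after 1 day was less stable against single libraries. With 1 of the 12 libraries behind this difference left out, the fewest miRNAs past the threshold was 0, and 5 of those 12 fits gave 0. The fits with 0 left out SS1, SS2, CR1, CR2 or SR3, and each has fewer libraries in a group. A lost call can therefore reflect lower power as well as a single library behind the result. miR-n27 stayed past the threshold in 7 of the 12 fits, miR-n84 in 6, and miR-n26 and peu-miR530b in only 2. In roots alone no miRNA passed the threshold after 1 day, at 27427 to 134952 miRNA counts per library, so the opposite sign in roots is a direction and not a change shown by itself.

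Stem and root libraries with the same group and number may come from the same pot. The paper states that roots were collected at the same time as stems, and that pots were the replicates, but not that libraries with the same number share a pot, so the pairing is taken from the numbers in the labels and in Table S4. With the pot as a block, chosen after seeing the data, 4 of the 13 stayed past the threshold, with stem minus root differences of −6.56 for miR-n27, −3.43 for miR-n84, 4.72 for miR-n75 and 4.84 for peu-miR169aa, and the other 9 kept their sign without passing it. A check of the pairing did not find that libraries of a pot deviate together. The mean correlation of the deviations from the group means was −0.143 for the 9 stem and root pairs of the same pot and 0.071 for the 18 pairs of the same group and another pot (exact permutation test, p = 0.963). The predictions for the pots were written after the 13 were known and before the fits with pots were run. The number of results depends on this choice of fit.

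A difference of ABA response between tissues, a smaller depth in roots, a batch of libraries and reads shared between near-identical miRNAs are possible explanations for these 13 results. Depth, batch and shared reads were not tested for them, and the labels give no batch. Leaving out 1 library was enough to bring the count to 0, but this cannot tell a single library behind the result from lower power. The pot block brought the count to 4, although the check of the pairing found no common deviation within pots. For the other 9 miRNAs an effect of shared pots is therefore neither shown nor excluded. miR-n27, miR-n84, miR-n75 and peu-miR169aa passed with the block, so their difference does not depend on taking stem and root libraries as independent. They were past the threshold in 7, 6, 3 and 3 of the 12 fits with 1 library left out. These fits were run without the block of pots, and lower power could also remove a call. The stem decrease of miR-n77 rests on CS3, and peu-miR6478 was far higher in CS3 than in any other stem library. The stem decreases of miR-n27 and miR-n84 rest on CS1 and CS3. For the other miRNAs an effect of single libraries is neither shown nor excluded, and a tissue difference remains a hypothesis.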

How the results depend on the processing

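The alternatives were listed before the processed files arrived, except that in the test of stem against root, leaving out single libraries and the block of pots were chosen after seeing the data. Every alternative was run. The shares of the most abundant miRNAs and the mean folding energies moved by less than their SD, the share of U as first nucleotide stayed within its interval, and the stem against root result after 4 days stayed at 0 miRNAs. The numbers of detected miRNAs depended on the minimum asked for. The 149 known miRNAs became 133 with a count in at least 2 libraries and 112 with a total of at least 10 counts. The 98 predicted miRNAs became 91 and 72. These stayed within 1.5 times of the main number. A count in all 9 libraries left 80 known and 49 predicted miRNAs, which is outside this margin. Some settings kept the numbers of differentially expressed miRNAs within 1.5 times of the main number. These were the median-of-ratios size factors, total miRNA counts as library size, counts without miR-n1, no fold change threshold and the replicate block. SS vs. CS gave 15 miRNAs with the median-of-ratios size factors, 14 with the total counts and 16 without miR-n1, against 18. With the median-of-ratios size factors and with the total counts, the downregulated miRNAs fell from 9 to 6. Both settings lost miR-n1, miR-n27 and miR-n84. The replicate block gave 17 miRNAs in SS vs. CS, where the pairing of the libraries by number had an exact permutation p of 0.722.

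With the unadjusted p in place of the adjusted p, SS vs. CS gave 43 miRNAs (20 upregulated, 23 downregulated), LS vs. CS 29 (16 and 13) and LS vs. SS 22 (12 and 10). Together these were 60 miRNAs, 36 known and 24 predicted, with 52 of the Figure 5 list. Without adjustment, false calls among the 184 tested miRNAs are no longer limited. With DESeq2 on the groups compared, SS vs. CS gave 29 miRNAs (16 downregulated), LS vs. SS gave 2 (1 upregulated and 1 downregulated), the union was 30 with 16 known, and 29 were in the Figure 5 list. DESeq2 on all 9 libraries gave 8 in LS vs. CS (7 and 1), 1 in LS vs. SS (1 downregulated) and 12 known miRNAs. edgeR on the groups compared gave 0 in LS vs. CS (0 upregulated), 4 in LS vs. SS (2 and 2) and 13 known miRNAs. These fits estimate the spread from other libraries or in another way.

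With the clean reads as library size, LS vs. CS gave 12 miRNAs, 0 upregulated and 12 downregulated (0.0% upregulated), LS vs. SS gave 1 (1 downregulated), and the union held 11 known miRNAs. This setting counts the lower share of miRNAs in the clean reads of LS as a fall of most miRNAs. Without the count filter, LS vs. CS gave 2 (1 downregulated) and LS vs. SS gave 3 (2 and 1). filterByExpr gave 0 in LS vs. CS (0 upregulated), 1 in LS vs. SS (1 downregulated) and 7 predicted miRNAs. It lost miR-n7, miR-n8 and miR-n93, which had few counts, and also miR-n84, which had at least 286 counts in each library. Rarity therefore does not explain all of these losses. The DESeq2 interaction gave 21 miRNAs with a stem against root difference after 1 day, and the replicate block of pots gave 4.

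Across the 9 fits that each left out 1 library, SS vs. CS gave 9 to 30 miRNAs, 4 to 15 upregulated and 3 to 15 downregulated. LS vs. CS gave 0 to 7, 0 to 6 upregulated and 0 to 1 downregulated. LS vs. SS gave 0 to 2, 0 to 1 in each direction. The union was 9 to 30, with 3 to 14 known and 4 to 16 predicted miRNAs and 9 to 26 of the Figure 5 list. The upregulated share was 44.4% to 72.7% in SS vs. CS and 0.0% to 100% in LS vs. CS. In LS vs. SS, and in every fit with no miRNA past the threshold, there is no share. The stem against root number after 1 day was 0 to 17 across 18 such fits.

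For the named miRNAs, 938 rows cover 45 pairs of miRNA and comparison, and 845 of them kept their sign and their side of the threshold. Their size could still move. For example, peu-miR399b in LS vs. SS was −3.12 in the main fit and ranged from −6.56 to −2.34 with a library left out. Of the others, 39 became weaker (30 by leaving out a library), 42 became stronger (6 by leaving out a library) and 12 changed sign. Of the last, with the clean reads the log2 fold change was −0.44 for miR-n68, −0.43 for peu-miR408-3p and −0.31 for peu-miR394-5p in LS vs. CS, and −0.22 for peu-miR408-3p in SS vs. CS. With the replicate block it was 0.51 for miR-n77 in LS vs. CS. With a library left out it ranged from −0.61 to 1.72 for miR-n77 in LS vs. CS, from −0.13 to 0.43 for peu-miR408-3p and from −1.57 to 0.03 for peu-miR477b in SS vs. CS, and from −1.78 to 0.18 for peu-miR477b in LS vs. CS. None of these was past the threshold in the main fit. Of the 38 further rows on the 13 miRNAs with a stem against root difference, 9 became weaker, all with the block of pots. The depth is lowest in LS2, where 3 counts are 41.21 TPM.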

Differences from the paper's values

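In SS vs. CS, 18 miRNAs were past the threshold against the paper's 39. Among the alternatives set before the files arrived, DESeq2 on the groups compared (29), the unadjusted p (43) and leaving out CS2 (30) fall within 1.5 times of the paper's value, and the others do not. Upregulated were 9 against the paper's 23, which only the unadjusted p (20) came near. Downregulated were 9 against the paper's 16. For these, edgeR on the groups compared (13), DESeq2 on the groups compared (16), no count filter (13), the unadjusted p (23) and leaving out CS2 (15) come within this margin, and DESeq2 on the groups compared gives the paper's value.

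In LS vs. CS, 1 miRNA was past the threshold against the paper's 25, with 1 upregulated against the paper's 15 and 0 downregulated against the paper's 10. The unadjusted p gave 29, 16 and 13, and the clean reads as library size gave 12 downregulated. All other alternatives stayed outside the margin. In LS vs. SS, 0 were past the threshold against the paper's 13, with 0 upregulated against the paper's 6 and 0 downregulated against the paper's 7. No alternative reached the margin for the total or for the upregulated miRNAs, and the unadjusted p gave 10 downregulated.

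Over all stem comparisons, 18 miRNAs were past the threshold against the paper's 54, with 7 known against the paper's 32 and 11 predicted against the paper's 22. With the unadjusted p these were 60, 36 and 24, and without CS2 the predicted miRNAs were 16. The other alternatives did not come within the margin. Of the 60 miRNAs with the unadjusted p, 8 are not in Figure 5, and 2 of Figure 5 are not among them.

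The highest MFEI was 4.40, for miR-n95, against the paper's 2.93. Without dangling ends it was 4.38, which is within 1.5 times of the paper's value. The paper's own Table S5 lists 4.38 for the highest.

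For miR-n8 in LS vs. CS the log2 fold change was 3.91 against the paper's about 1.4 in Fig. 8B, read by eye, and none of the alternatives closed the gap. For peu-miR399b in LS vs. SS it was −3.12 against the paper's about −1.4 in Fig. 8C, read by eye. Leaving out LS3 gave −2.34, within the error, and no other alternative did.

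The paper states that miR-n99 was found in roots only, whereas it had 20 counts in 7 of the 9 stem libraries. The paper's Table 3 places miR-n96 among the predicted miRNAs of stems and roots. It had 0 counts in all stem libraries and 44 counts in the root libraries of Table S4, the pattern that the paper's text gives for miR-n99. The paper's Table 2 likewise holds miRNAs that its text found in roots and not in stems, so the listing of miR-n96 alone is not a conflict. The paper states that the share of upregulated miRNAs exceeded that of downregulated miRNAs in stems as the treatment lengthened, whereas 9 of 18 were upregulated in SS vs. CS and too few passed the threshold later to compare.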

Other observations

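In SS vs. CS, the real grouping was the only 1 of the 10 splits of the 6 libraries that gave as many as 18 miRNAs past the threshold, and 3 libraries against 3 cannot show a smaller share. In LS vs. CS, 3 of the 10 splits gave at least the real number of 1. In LS vs. SS the real number is 0, which every split reaches, so the splits cannot decide anything there. Over the 9 stem libraries, 7 of 100 splits into 3 groups gave at least 18 miRNAs in any comparison, 7 of 100 gave at least the 7 known and 9 of 100 at least the 11 predicted miRNAs. The 6 other splits with as many miRNAs all kept CS1, CS3 and LS1 in the same group and gave 25 to 41 miRNAs. The union over the stem comparisons is therefore not beyond what other groupings of these libraries give.

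LS1 resembled control libraries. Spearman's correlation of log2 TPM across miRNAs was 0.909 with CS1, 0.909 with CS3 and 0.855 with CS2, against 0.868 with LS2 and 0.817 with LS3. miRNAs are not independent replicates, so these values carry no p. An exchange of labels is a possible explanation: with CS2 and LS1 exchanged, LS vs. CS gave 15 miRNAs past the threshold against the real 1. Exchanging LS1 with CS1 or with CS3 gave 0. The exchange with CS2 groups LS1 with the controls it resembles most, so a high count was likely and does not show an exchange. A few predicted miRNAs are another possible explanation, since with the known miRNAs alone the exchange of CS2 and LS1 gave 3 and the real grouping 5. A difference in depth was tested by thinning every library to 72802 counts. LS1 stayed closer to the controls, by a mean correlation of 0.037 against 0.049 before thinning, so depth alone does not account for it. The remaining explanations cannot be told apart, and the labels were used as given throughout.

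The predicted miRNAs took 16.49% of the counts in CS1, 26.46% in CS3 and 19.21% in LS1, against 6.08% to 11.24% in the other libraries. These tests were planned only after the pattern was seen. Across the 9 libraries, Pearson's r of the predicted share with the total miRNA count was 0.09 (permutation p = 0.842, adjusted 0.996; Spearman's rho −0.27, permutation p = 0.493, adjusted 0.776), and −0.10 without the 2 libraries farthest from the median count. With the rRNA share of the paper's Table S2, r was 0.00 (permutation p = 0.996, adjusted 0.996; rho 0.12, permutation p = 0.776, adjusted 0.776), and −0.07 without the 2 farthest. These 2 relations were the only ones computed, and 9 libraries could not exclude a weak relation. No batch is given in the labels, so none was used to recompute them. Without miR-n1, the lowest share in CS1, CS3 and LS1 was 9.12%, and the highest elsewhere was 6.88%, so miR-n1 alone is not the source. miR-n27 had at least 420 counts in each of these libraries and at most 53 in any other. Since these libraries come from both CS and LS, no condition matches the pattern, and a shared technical source may remain.

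With the clean reads as library size, all LS vs. CS calls pointed down. The mean share of clean reads counted as miRNAs was 2.40 times as high in CS as in LS, a comparison made after the result was seen. Of the mapped reads, miRNAs took 9.72%, 10.79% and 2.44% in CS1 to CS3 and 5.16%, 11.03% and 4.70% in LS1 to LS3. The groups overlapped there, so a lower share in LS was not visible among mapped reads. The lower share of clean reads in LS could still be technical or biological. For that share, 3 libraries against 3 did not separate the groups (exact permutation test, p = 0.2), so these explanations cannot be told apart.

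A further 3 patterns in SS vs. CS were looked for after the fold changes had been seen. Over 17 hairpins with both arms tested, Pearson's r of the 5p and 3p log2 fold changes was 0.30 (Spearman's rho 0.24, permutation p = 0.25) and 12 had the same sign, which does not show a shared change of both arms. Within 28 known miRNA families with 87 tested members, the SD of the log2 fold change was 0.93, against a median of 1.30 with the family names permuted (permutation p = 1e-05, the smallest that 100000 resamples can give). All 8 tested members of miR169 rose (mean 1.85), as did all 8 of miR171 (0.77), all 4 of miR172 (1.73) and both of miR399 (3.62), while all 6 of miR482 (−0.61) and all 4 of miR167 (−1.12) fell. Members of a family may be regulated together, but reads shared between near-identical members would give the same result. This was not tested by sequence, since the sequences of most known miRNAs are not in the files analysed here. peu-miR169c and peu-miR169g had the same count in every stem library except LS3 (7 and 8), so these members may rest on the same reads. The permutation counted them as separate members. Predicted miRNAs were past the threshold in 11 of 72 tests and known miRNAs in 7 of 112 (Fisher's exact test, p = 0.072), so a difference between the classes was not shown.

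The mature sequences of the 100 predicted miRNAs in Table S5 were compared, after seeing the data, with the 11 known sequences in Table 2. Of these, 7 pairs had at most 4 mismatches over at least 18 aligned nucleotides. miR-n54 (UGCCAAAGGAGAGUUGCCCUG) matched peu-miR399f at 20 of 21 nucleotides, and miR-n62 (UAGCCAAGGAUGACUUGCCCGC) matched peu-miR169m at 20 of 21. miR-n91 (UAGCCAAGGACGAUUUGCCUGU), the miRNA with the lowest adjusted p in SS vs. CS, matched peu-miR169l at 18 of 21. The paper does not report these similarities.

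Several miRNAs that the paper discusses for roots were also counted in stems. These values are from edgeR's quasi-likelihood test. In SS vs. CS, peu-miR394-5p rose by a log2 fold change of 1.62 (standard error 0.51, adjusted p = 0.0461) and miR-n30 had −2.51 (0.62 and 0.0122). With a library left out, peu-miR394-5p stayed past the threshold in 3 of 9 fits and miR-n30 in 6. peu-miR394-5p also fell short with the replicate block, the total miRNA counts, the clean reads, no count filter and without miR-n1. The others were not past the threshold: miR-n77 had −1.92 (0.70 and 0.084), peu-miR166a −1.19 (0.51 and 0.143), peu-miR390-5p −1.14 (0.52 and 0.17), peu-miR477b −1.08 (0.77 and 0.414), peu-miR166b −0.92 (0.44 and 0.204), peu-miR408-3p 0.08 (0.68 and 0.962), miR-n68 0.66 (0.60 and 0.52) and peu-miR530b 2.55 (1.12 and 0.152). Without CS3 the SS vs. CS value of miR-n77 was −0.07, so its decrease rests on that library. In LS vs. CS none of the miRNAs listed in this paragraph was past the threshold. peu-miR477a-5p, which the paper discusses for both stems and roots, was past it in SS vs. CS (2.03) and in LS vs. CS (2.48). The paper describes its own root values for these miRNAs in Figure 7.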
